# NAMPT-dependent NAD^+^ biosynthesis controls circadian metabolism in a tissue-specific manner

**DOI:** 10.1073/pnas.2220102120

**Published:** 2023-03-30

**Authors:** Astrid L. Basse, Karen N. Nielsen, Iuliia Karavaeva, Lars R. Ingerslev, Tao Ma, Jesper F. Havelund, Thomas S. Nielsen, Mikkel Frost, Julia Peics, Emilie Dalbram, Morten Dall, Juleen R. Zierath, Romain Barrès, Nils J. Færgeman, Jonas T. Treebak, Zachary Gerhart-Hines

**Keywords:** Circadian metabolism, Clock rhythm, Brown adipose tissue, Skeletal muscle, NAD

## Abstract

Molecular clocks in the periphery coordinate tissue-specific daily biorhythms by integrating input from the hypothalamic master clock and intracellular metabolic signals. One such key metabolic signal is the cellular concentration of NAD^+^, which oscillates along with its biosynthetic enzyme, nicotinamide phosphoribosyltransferase (NAMPT). NAD^+^ levels feed back into the clock to influence rhythmicity of biological functions, yet whether this metabolic fine-tuning occurs ubiquitously across cell types and is a core clock feature is unknown. Here, we show that NAMPT-dependent control over the molecular clock varies substantially between tissues. Brown adipose tissue (BAT) requires NAMPT to sustain the amplitude of the core clock, whereas rhythmicity in white adipose tissue (WAT) is only moderately dependent on NAD^+^ biosynthesis, and the skeletal muscle clock is completely refractory to loss of NAMPT. In BAT and WAT, NAMPT differentially orchestrates oscillation of clock-controlled gene networks and the diurnality of metabolite levels. NAMPT coordinates the rhythmicity of TCA cycle intermediates in BAT, but not in WAT, and loss of NAD^+^ abolishes these oscillations similarly to high-fat diet-induced circadian disruption. Moreover, adipose NAMPT depletion improved the ability of animals to defend body temperature during cold stress but in a time-of-day-independent manner. Thus, our findings reveal that peripheral molecular clocks and metabolic biorhythms are shaped in a highly tissue-specific manner by NAMPT-dependent NAD^+^ synthesis.

## Significance

We evaluate the role of NAD^+^ circadian control by comparing diurnal gene expression across brown adipose tissue (BAT), white adipose tissue (WAT), and skeletal muscle of mice with tissue-specific deletion of the NAD^+^ biosynthetic enzyme nicotinamide phosphoribosyltransferase (NAMPT). Despite a substantial reduction in NAD^+^ levels across all three tissues, the outcomes on the clock are markedly different. We observe profound attenuation of core clock oscillation in response to *Nampt* deletion in BAT, moderate attenuation in WAT, and no changes in skeletal muscle. Furthermore, *Nampt* deletion reduced the number of rhythmic transcripts and metabolites in BAT. Our study underscores the importance of investigating in vitro clock mechanisms across different organs to determine their ubiquitous versus cell-specific contributions to circadian biology in vivo.

Temporal regulation of metabolism has been described in a vast range of species, from archaea to mammals (1, 2). This regulation allows for anticipation of changes in environment and behavior such as light, sleep, and food intake, and ensures entrainment of molecular programs with these changes. In mice, misalignment of behavioral patterns with normal circadian rhythms results in dysregulation of metabolism and obesity (3). In humans, the disruption of normal circadian rhythms has been thoroughly studied in shift workers, who are more likely to gain weight, have high BMI, and exhibit higher waist-to-hip ratios (4–11). Several genetic variants of core clock genes are associated with metabolic disease (12–18). Thus, chronodisruption appears to be a contributing factor of the obesity epidemic and understanding the interaction between weight gain and the clock may unravel paths for targeting metabolic diseases.

The circadian clock in mammals consists of interlocked transcription/translation feedback loops with genes oscillating in periods of about 24 h. The CLOCK:BMAL1 heterodimer acts as a transcription factor that regulates the transcription of period (*Per*) and cryptochrome (*Cry*) genes. Gene products of *Per* and *Cry* block the function of CLOCK:BMAL1 and thereby repress *Per* and *Cry* transcription in a negative feedback fashion. CLOCK:BMAL1 also enhances the transcription of Reverb-α and β genes (*Nr1d1 and Nr1d2*) as well as *Ror* genes, which act directly as transcriptional repressors for *Bmal1*. The oscillating core clock components in turn control the circadian transcription pattern of metabolic genes to entrain various gene networks to a specific time of day and behavior (19).

The clock is also regulated directly by several noncore clock genes, one of which is the NAD^+^-dependent deacetylase sirtuin 1 (SIRT1). SIRT1 deacetylates histones located at promoters of circadian genes (20), and it deacetylates PER2, which promotes its degradation (21), and BMAL1 to relieve CRY1 suppression (20). SIRT1 is therefore a major influencer on the clock. Oscillations in SIRT1 activity is thought, in part, to be driven by oscillating levels of its cofactor NAD^+^ and the rate-limiting enzyme in the NAD^+^ salvage pathway, nicotinamide phosphoribosyltransferase (NAMPT) (22, 23). *Nampt* expression is itself controlled directly by CLOCK:BMAL1 and SIRT1 (23). In adipose tissue, *Nampt* expression is decreased in response to obesity in both mice (24, 25) and humans (26, 27). Targeted genetic ablation of *Nampt* in adipose depots has established a role for NAD^+^ biosynthesis in thermogenic function (28) and adipose tissue plasticity in response to an obesogenic diet (29). *Nampt* also controls skeletal muscle function and integrity (30, 31), and different modalities of exercise training give rise to increased NAMPT abundance (32–34). Together, this indicates a role of NAMPT in both cellular metabolism and circadian biology. However, the effect of NAMPT on the clock has only been shown in vitro (22, 23), and in the liver (35). In this study, we describe the role of *Nampt* and NAD^+^ in vivo on the circadian control of adipose and skeletal muscle tissues. Unexpectedly, we find a complex tissue type–dependent regulation, in which NAMPT exerts substantially different circadian control between white and brown adipose tissues, while seemingly not affecting the circadian clock in skeletal muscle. We further explore the effects of adipose *Nampt* deficiency on circadian metabolism and tolerance to cold exposure.

## Results

### NAMPT-Dependent NAD^+^ Synthesis Regulates the Molecular Clock in a Tissue-Specific Manner.

To explore the role of NAMPT in regulating the clock in vivo, we used fat-specific *Nampt* knockout mice (FANKO) (29) and inducible skeletal muscle-specific *Nampt* knockout mice (iSMNKO) (Fig. 1*A* and *SI Appendix*, Fig. S1*A*). Both mouse lines exhibited similar bodyweights and body compositions (*SI Appendix*, Fig. S1*B*) (29), eating behaviors (*SI Appendix*, Fig. S1 *C* and *D*), and locomotor activities (*SI Appendix*, Fig. S1*E*) compared with littermate controls. Thus, FANKO and iSMNKO mice are ideal models to compare tissue-specific clock function in vivo. In BAT and epididymal WAT (eWAT) from wild-type (WT) mice, *Nampt* expression oscillated in a circadian manner and peaked during the dark phase (Fig. 1 *B* and *C*) consistent with earlier observations (36–38). This pattern of *Nampt* regulation resulted in significant NAD^+^ oscillation in BAT and a trend toward rhythmicity in eWAT (Fig. 1 *D* and *E*). In FANKO adipose depots, the markedly reduced NAD^+^ levels no longer exhibited any oscillatory pattern, supporting the foundational discovery in cell systems that *Nampt* is responsible for a circadian fluctuation in NAD^+^ levels (22, 23). However, even though NAD^+^ levels were reduced to comparable absolute levels in FANKO BAT and eWAT (12 and 9 pmol/mg tissue, respectively), the subsequent impact on the core clock machinery was different. In BAT, we observed pronounced dampening of both *Bmal1* (a.k.a. *Arntl*), and *Reverb-α* (a.k.a. *Nr1d1*) expression (Fig. 1 *F*–*H*). Conversely, *Arntl* and *Nr1d1* levels in FANKO eWAT were largely unaffected by *Nampt* deletion (Fig. 1 *I*–*K*). Clock genes in nonadipose tissues from FANKO mice were unchanged (*SI Appendix*, Fig. S1 *F*–*K*).

**Fig. 1.**
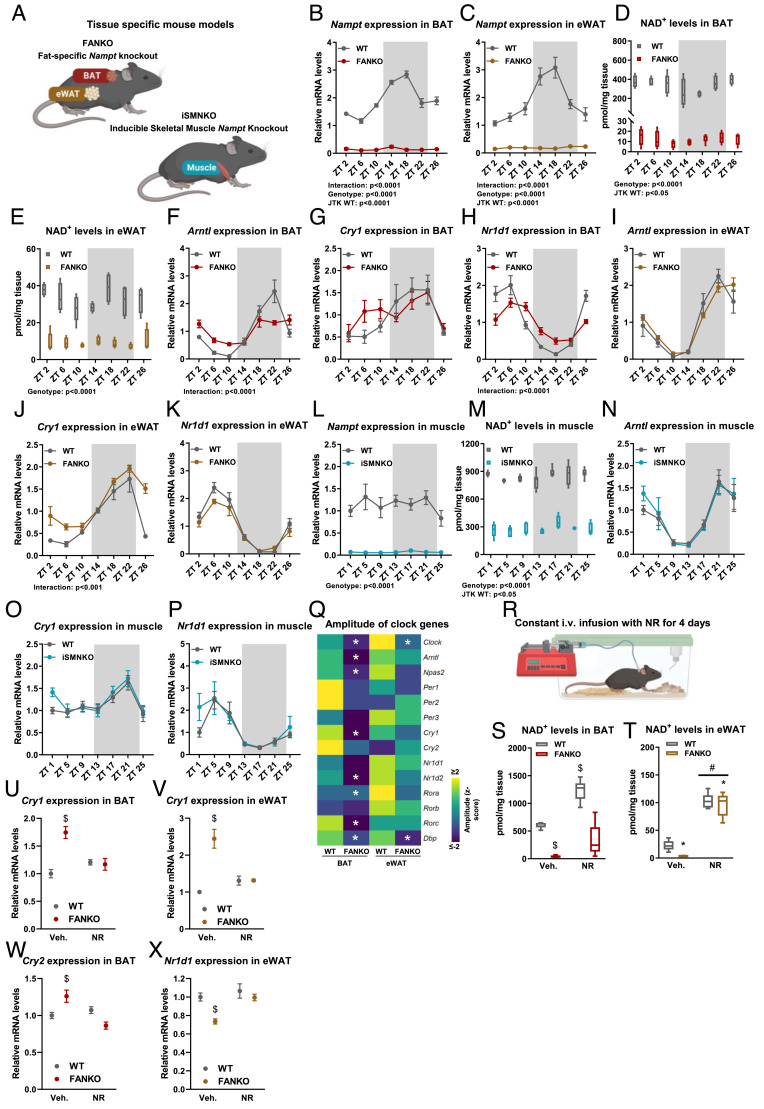
NAMPT-dependent NAD^+^ levels regulate the molecular clock in a tissue-specific manner. (*A*) Mouse models used to study the tissue-specific roles of *Nampt*-dependent NAD^+^ levels for the molecular clock: fat-specific *Nampt* knockout (FANKO) and inducible skeletal muscle-specific *Nampt* knockout mice (iSMNKO). Gene expression and NAD^+^ levels in tissues from 2 to 4-mo-old WT, and tissue-specific *Nampt* KO (FANKO, iSMNKO) male mice. Tissues were harvested at 4-h intervals over the course of 24 h, with ZT 0 denoting the start of the light phase. *Nampt* expression in (*B*) BAT and (*C*) eWAT (n = 4 to 5). NAD^+^ levels in (*D*) BAT and (*E*) eWAT (n = 4 to 5). *Arntl,* *Cry1* and *Nr1d1* expression in (*F*–*H*) BAT, and (*I*–*K*) eWAT (n = 4 to 5). (*L*) *Nampt* expression and (*M*) NAD^+^ levels in gastrocnemius muscle (n = 5 to 8). (*N*–*P*) *Arntl, Cry1* and *Nr1d1* expression in gastrocnemius (n = 5 to 8). Significant differences found by 2-way ANOVA or JTK rhythmicity are noted. Data from RNA sequencing performed on BAT and eWAT at ZT 6, 10, 18, and 22 (n = 4). (*Q*) Heatmap of amplitude of core clock genes, * denotes significantly different circadian rhythmicity between WT and FANKO. (*R*) Nicotinamide riboside (NR) intravenous infusion setup. NAD^+^ levels in (*S*) BAT and (*T*) eWAT after NR infusions in WT and FANKO mice (n = 5 to 6). *Cry1* expression in (*U*) BAT and (*V*) eWAT after NR infusions in WT and FANKO mice (n = 5 to 6). (*W*) *Cry2* expression in BAT after NR infusions in WT and FANKO mice (n = 5 to 6). (*X*) *Nr1d1* expression in eWAT after NR infusions in WT and FANKO mice (n = 5 to 6). Significant differences were found by 2-way ANOVA. * denotes significant difference between WT and FANKO. # denotes significant difference with treatment. $ denotes significant difference from WT vehicle treated.

The tissue-specific nature of *Nampt* circadian regulation was even more evident when comparing the FANKO adipose clocks to the skeletal muscle clock in iSMNKO mice. Consistent with previous work (36, 38, 39), we observed no oscillation in skeletal muscle *Nampt* levels (Fig. 1*L*). Yet, even without *Nampt* oscillation, skeletal muscle NAD^+^ levels displayed a significant, albeit subtle, biorhythm (Fig. 1*M*), which may be due to diurnality of NAD^+^-consuming reactions. In iSMNKO muscle, *Nampt* was reduced to approximately the same level as in FANKO BAT and eWAT, and the relative reduction in NAD^+^ levels was 67% compared with 96% and 73% in FANKO BAT and eWAT, respectively. Like adipose tissues, NAD^+^ oscillation in skeletal muscle was totally abrogated by *Nampt* deletion (Fig. 1*M*). Nevertheless, the absolute level of NAD^+^ was still relatively high in iSMNKO muscles. Despite loss of *Nampt* and lower NAD^+^, the expression of *Arntl, Nr1d1*, and *Cry1* in iSMNKO skeletal muscle oscillated similarly compared with WT mice (Fig. 1 *N*–*P*). Thus, our findings reveal that the rhythmicity of *Nampt* and NAD^+^ and the NAMPT-dependence of core clock genes are differentially regulated across tissues.

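RNA was sequenced from brown adipose tissue (BAT) and epididymal white adipose tissue (eWAT) of WT mice and of FANKO mice, which lack *Nampt* in adipocytes. Each of the 16 groups of depot, genotype and time point held 4 samples, so 64 samples were sequenced, 16 per depot and genotype. The authors depleted ribosomal RNA from total RNA, made stranded libraries, sequenced 38-bp paired-end reads, aligned them with STAR and deposited the number of read pairs that featureCounts assigned to each gene, without normalization. The table lists genes by Ensembl identifier, of which 11545 had no count in any sample. Counts assigned to genes ranged from 8299625 to 30544847 per sample in WT BAT (median 17180574), from 7992763 to 27792416 in FANKO BAT (median 14434576.5), from 9542604 to 22476129 in WT eWAT (median 15826651) and from 6117343 to 22855470 in FANKO eWAT (median 17669260). The libraries differed in composition as well as in size. Genes of the mitochondrial genome took a median of 24.6% of the counts in WT BAT, 14.7% in FANKO BAT, 6.55% in WT eWAT and 10.7% in FANKO eWAT. Counts were therefore scaled by edgeR's TMM method, which takes most genes as unchanged between libraries. The median TMM factor was 0.740 in WT BAT, 1.08 in FANKO BAT, 1.23 in WT eWAT and 1.04 in FANKO eWAT. Normalized values (CPM) and log2 CPM were computed with a prior count of 2.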

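*Nampt* (ENSMUSG00000020572) lies on chromosome 12 of GRCm38 from 32819545 to 32853349, on the forward strand. In WT BAT its TMM-normalized CPM was 502 ± 38.3 (SD, n = 4) at ZT 6, 696 ± 84.2 at ZT 10, 987 ± 316 at ZT 18 and 697 ± 72.0 at ZT 22. In FANKO BAT it was 130 ± 19.0, 144 ± 14.6, 158 ± 19.7 and 132 ± 12.8 at the same time points (SD, n = 4 each), so WT BAT was 3.85, 4.82, 6.25 and 5.27 times as high. Every WT sample exceeded every FANKO sample at each time point in BAT (two-sided exact permutation test, p = 0.0286, the smallest p that 4 samples against 4 allow; 0.0381 after Benjamini-Hochberg adjustment over the 8 comparisons). In WT eWAT the CPM was 119 ± 7.97, 142 ± 15.1, 250 ± 53.8 and 162 ± 25.3 at ZT 6, ZT 10, ZT 18 and ZT 22 (SD, n = 4), and in FANKO eWAT 117 ± 5.83, 119 ± 8.03, 116 ± 7.16 and 108 ± 6.61. The exact permutation p for the genotypes was 0.657 at ZT 6 and 0.0571 at ZT 10, where 1 WT sample lay within the range of the FANKO samples, and 0.0286 at ZT 18 and at ZT 22, where every WT sample was higher. Over all time points the log2 fold change in FANKO mice was -2.31 in BAT (standard error 0.07, adjusted p = 1.1e-36) and -0.50 in eWAT (standard error 0.07, adjusted p = 4.7e-09) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Scaling by library size alone moved these values most, to -1.73 and -0.74. *Nampt* was rhythmic in WT BAT (adjusted p = 2.8e-07 by the same edgeR test) and WT eWAT (adjusted p = 3.7e-08), but not in FANKO BAT (adjusted p = 0.308) or FANKO eWAT (adjusted p = 0.798). The rhythms of the genotypes differed in eWAT (adjusted p = 0.000398 by the same edgeR test) and not, at a false discovery rate (FDR) of 0.01, in BAT (adjusted p = 0.0338).

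**Figure D1:**
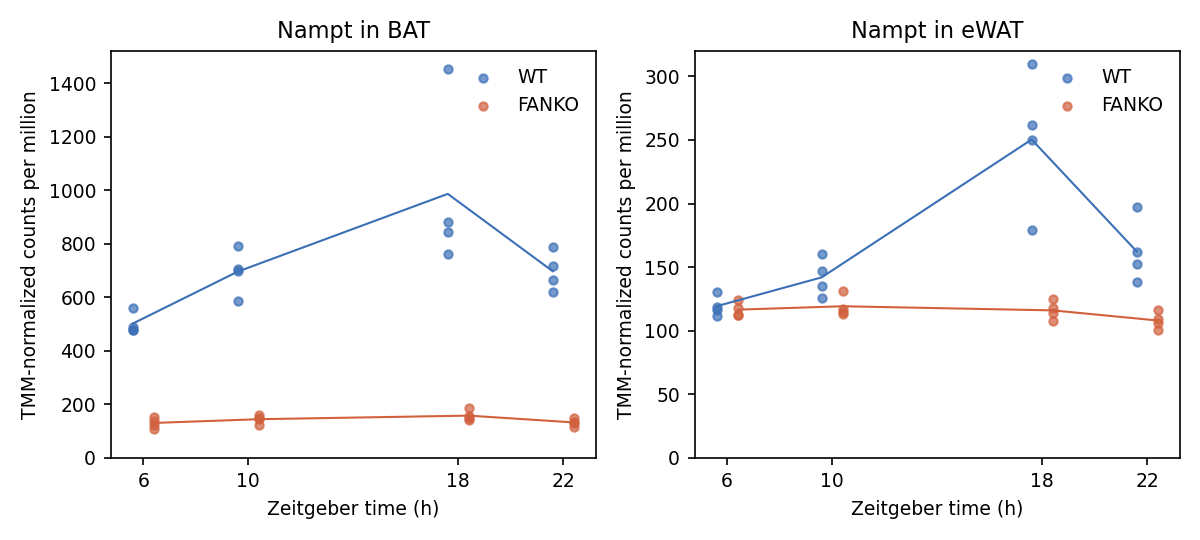
TMM-normalized *Nampt* CPM (vertical axis) against Zeitgeber time in hours (horizontal axis) in BAT and eWAT. Points are samples (n = 4 per genotype and time point) and lines join the means. In BAT all FANKO samples lie below all WT samples, whereas in eWAT the genotypes overlap at ZT 6 and, by 1 sample, at ZT 10.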

To investigate the implications of *Nampt* ablation on a broader spectrum of circadian genes, we performed RNAseq analyses on BAT and eWAT harvested at four time points. We selected the midpoints (i.e., ZT 6 and ZT 18) in each phase as well as time points immediately preceding the transition between light/dark phases (i.e., ZT 10 and ZT 22). Notably, these transitional periods just prior to animals waking up and going to sleep have been shown to be transcriptional “rush hours” with the highest number of peaking circadian genes (36). Rhythmicity was analyzed using the R package LimoRhyde as it allows for assessments of oscillation and amplitude of nonsymmetrical data (40). 

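For LimoRhyde's approach, time of day entered a linear model as a cosine and a sine with a period of 24 h. Here 1 model was fitted to all 64 samples with edgeR, with 3 coefficients (mean level, cosine and sine) for each combination of depot and genotype, 12 in all. A gene was called rhythmic in a group when the joint test of its cosine and sine (2 degrees of freedom) had an FDR below 0.01. Rhythms of WT and FANKO mice were compared by testing the differences of the same coefficients, and mean levels by testing the difference of the 2 mean-level coefficients. The tests covered the 20249 genes that passed edgeR's filterByExpr on the 16 groups, so 32387 genes with few or no counts were not tested. Amplitude is the difference, in log2 CPM, between the highest and the lowest of the 4 time-point means, and its standard error comes from the replicates behind those 2 means. Peak time is the time point with the highest mean. Among the genes the authors' Dataset S1 lists as rhythmic, the part at hand holds 1999 for WT BAT and 673 for WT eWAT, and 1999 and 673 of them were called here. Across genes, which are not independent replicates, Pearson's r between the amplitude listed there and the one computed here was 0.965 over 1996 genes in BAT and 0.958 over 673 genes in eWAT. With 4 time points, a rhythm is described by few values, and a peak between ZT 10 and ZT 18 or between ZT 22 and ZT 6 was not sampled.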

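In BAT, 12 of the 14 clock genes tested were rhythmic in WT mice and 9 in FANKO mice. The amplitude was lower in FANKO mice for 13 of them, with a median amplitude of 2.43 log2 CPM in WT and 1.37 in FANKO mice. The genotypes' rhythms differed at an FDR below 0.01 for 8 genes, or 9 when the adjustment was made over the 14 genes alone. *Npas2* fell from an amplitude of 4.23 ± 0.60 (standard error, n = 4 per time point) to 1.72 ± 0.31 (adjusted p = 0.00632 for the difference in rhythm, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cry1* fell from 2.81 ± 0.18 to 0.84 ± 0.13 (adjusted p = 1.1e-05, same edgeR test), *Nr1d2* from 3.21 ± 0.26 to 2.00 ± 0.13 (adjusted p = 0.00538, same edgeR test) and *Dbp* from 4.49 ± 0.22 to 2.90 ± 0.24 (adjusted p = 0.000103, same edgeR test). *Dbp* overlaps *Sphk2* on the opposite strand, and the counting options behind the table are not stated in the paper's main text, so a share of its reads cannot be excluded for that gene. *Clock* and *Arntl* also passed the threshold. *Rora* passed it with an amplitude that rose by time-point means, from 0.43 ± 0.21 to 0.70 ± 0.09 (adjusted p = 0.00223, same edgeR test), and with a peak at ZT 18 in WT and ZT 10 in FANKO mice. By a fitted cosine its amplitudes were 0.60 in WT and 0.61 in FANKO mice, and it was not rhythmic in WT BAT (adjusted p = 0.0398, same edgeR test). *Nr1d1* fell from 3.40 ± 0.31 to 1.84 ± 0.34 without passing the threshold (adjusted p = 0.0158, same edgeR test), and *Per1*, *Per3*, *Cry2* and *Rorb* did not pass it either (adjusted p from 0.138 to 0.739, same edgeR test). The count moved most when replicates were left out. With each replicate number left out of every group in turn, between 2 and 5 of the clock genes passed.

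**Figure D2:**
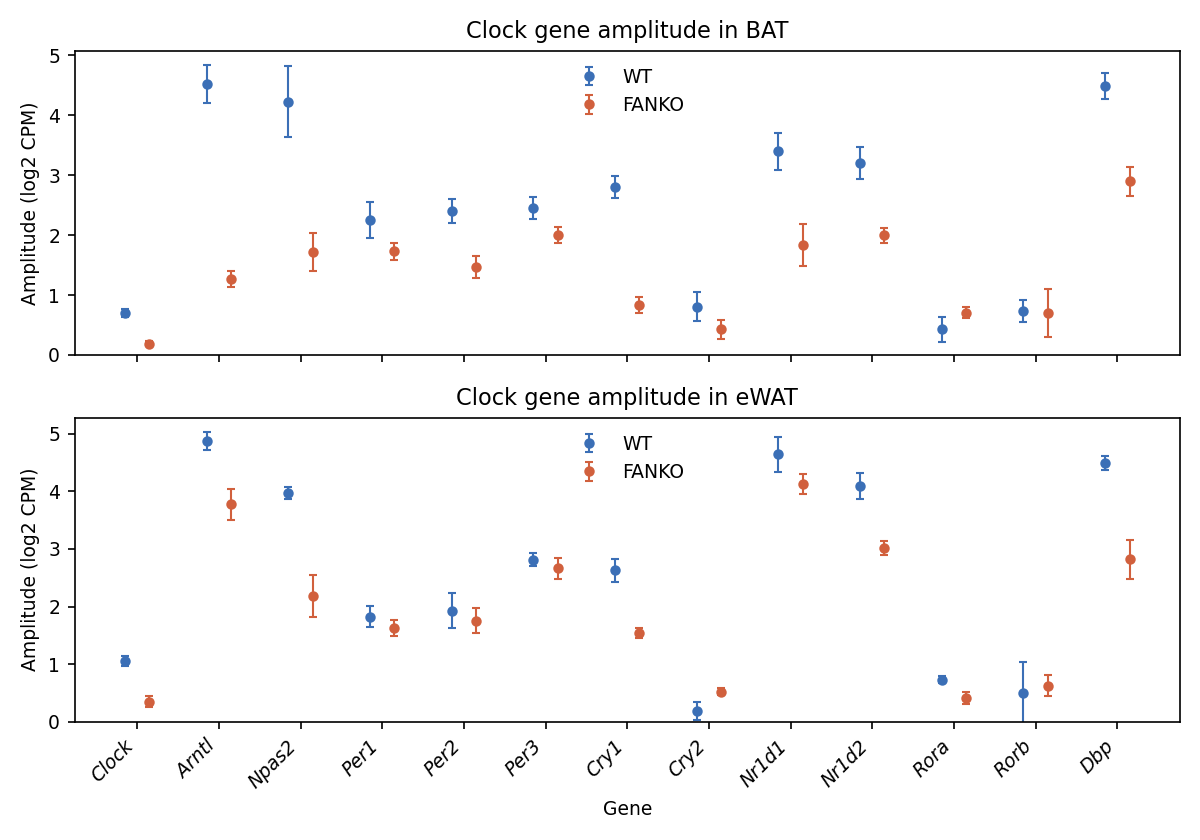
Amplitude in log2 CPM (highest minus lowest time-point mean) of 13 clock genes in BAT and eWAT of WT and FANKO mice. Points are amplitudes and bars their standard errors (n = 4 samples per time point). In BAT 12 of 13 and in eWAT 11 of 13 FANKO amplitudes lie below those of WT mice.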

*Nampt* ablation markedly diminished the amplitude of clock gene expression in FANKO BAT, particularly attenuating oscillation of *Clock*, *Arntl*, *Npas2*, *Cry1, Nr1d2, Rorc*, and *Dbp* (Fig. 1*Q*). 

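In eWAT, 12 of the 14 clock genes were rhythmic in WT and 9 in FANKO mice, and the amplitude was lower in FANKO mice for 12. The median amplitude was 2.28 log2 CPM in WT and 1.69 in FANKO mice. The rhythms differed at an FDR below 0.01 for 2 genes, and for 4 when the adjustment was made over the 14 genes alone. *Dbp* fell from 4.49 ± 0.12 (standard error, n = 4 per time point) to 2.82 ± 0.34 (adjusted p = 4.4e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Clock* was the other. *Npas2* fell from 3.97 ± 0.11 to 2.18 ± 0.36 and *Cry1* from 2.63 ± 0.20 to 1.54 ± 0.08, but their rhythms were not distinguished from WT (adjusted p = 0.152 and 0.129, same edgeR test). The amplitude of *Per3* (2.81 ± 0.11 and 2.66 ± 0.19) differed by less than its standard error in FANKO mice. Whether the genotype effect on a clock gene differed between the depots was tested directly. No clock gene passed an FDR of 0.01 over all genes, 6 had an unadjusted p below 0.05, and 2 passed 0.01 with adjustment over the 14 genes. The smallest adjusted p values over all genes were 0.0135 for *Rora* and 0.0205 for *Arntl* (same edgeR test).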

Circadian amplitude was also blunted in FANKO eWAT and was most pronounced for *Clock* and *Dbp* expression (Fig. 1*Q*). In contrast to reduced amplitudes, the times at which clock genes peaked in both depots remained generally unaffected by *Nampt* deficiency (*SI Appendix*, Fig. S1*L*). 

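By highest time-point mean, 11 of the 14 clock genes in BAT and 12 of 14 in eWAT peaked at the same time point in WT and FANKO mice. Restricted to clock genes rhythmic in both genotypes, the peak was the same for 8 of 8 in BAT and 7 of 9 in eWAT. One exception in eWAT was *Per2*, highest at ZT 10 in WT and ZT 18 in FANKO mice. The sampled time points are 4 or 8 h apart, and the fitted cosine resolves smaller shifts. In genes rhythmic in both genotypes, the median fitted shift in FANKO mice was 0.759 h in BAT and 0.386 h in eWAT, with later peaks for 6 of 8 and 6 of 9 genes. The largest in BAT was -3.9 h for *Per1*, although its highest mean was at ZT 10 in both genotypes. In WT BAT at ZT 18, 1 sample stood apart for *Per1* (5.72 log2 CPM, nearest other sample 3.21), so this shift may rest on it.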

Previously, knockout of *Nampt* in the liver was shown not to affect the rhythmicity of *Arntl, Clock and Per2* (35), whereas the amplitude of *Arntl* and *Per2* were decreased in U2-OS and NIH 3T3 cells in response to *SIRT1* knockdown (41). In another study, pharmacological inhibition of NAMPT by FK866 was shown to enhance the amplitude of *Per2* in mouse embryonic fibroblasts (23). 

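In BAT, the amplitude of *Clock* was 0.71 ± 0.07 log2 CPM (standard error, n = 4 per time point) in WT and 0.19 ± 0.05 in FANKO mice (adjusted p = 0.00846 for the difference in rhythm, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That of *Arntl* was 4.53 ± 0.32 in WT and 1.26 ± 0.13 in FANKO mice (adjusted p = 5.9e-07, same edgeR test). That of *Per2* was 2.40 ± 0.19 in WT and 1.47 ± 0.18 in FANKO mice, and the test of cosine and sine together did not separate the genotypes (adjusted p = 0.453, same edgeR test). *Clock* and *Arntl* lost their rhythm by threshold in FANKO BAT (adjusted p = 0.392 and 0.0234, same edgeR test), whereas *Per2* remained rhythmic (adjusted p = 0.000262, same edgeR test).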

The amplitude of *Clock* and *Arntl* was decreased in BAT, and *Per2* trended to be decreased (*SI Appendix*, Fig. S1*M*). 

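In eWAT, the amplitude of *Clock* was 1.06 ± 0.09 log2 CPM (standard error, n = 4 per time point) in WT and 0.35 ± 0.10 in FANKO mice, with a difference in rhythm at adjusted p = 0.00292 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Arntl* had amplitudes of 4.87 ± 0.15 and 3.78 ± 0.27, and *Per2* of 1.93 ± 0.31 and 1.75 ± 0.22, with adjusted p of 0.385 and 0.918 for their differences in rhythm (same edgeR test). *Per2* in eWAT is among the genes whose fitted amplitude changed direction with the processing. It was higher in FANKO mice by 0.46 log2 CPM with the cosine and lower by -0.09 with time point as a factor.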

In eWAT, only the amplitude of *Clock* was decreased (*SI Appendix*, Fig. S1*M*). In the skeletal muscle of iSMNKO mice, the rhythms of *Per2*, *Drp1*, and *Clock* expression were unchanged (*SI Appendix*, Fig. S2 *A*–*C*). This might be due to the relatively high level of NAD^+^ remaining in the skeletal muscle of iSMNKOs. To determine this, we measured core clock gene expression at ZT 4 in constitutive skeletal muscle *Nampt* knockout (SMNKO) mice and control littermates. In the skeletal muscle of SMNKO mice, NAD^+^ levels were depleted by 91% (30), but *Arntl*, *Nr1d1*, *Cry1*, *Per2*, *Dbp*, and *Clock* expression were still not impacted (*SI Appendix*, Fig. S2*D*). Together, our findings highlight the cell type–specific nature of NAMPT circadian influence and support that NAMPT acts to selectively potentiate the rhythmicity of the brown and white adipose molecular clocks in vivo.

### Nicotinamide Riboside Supplementation Partially Rescues the Core Clock.

To determine whether boosting NAD^+^ levels could restore clock gene expression in *Nampt*-depleted adipose tissue, mice were supplemented with the NAD^+^ precursor nicotinamide riboside (NR). Achieving constant high levels of NAD^+^ in the adipose tissues is challenging with oral or injection protocols, given that NAD^+^ has a high turnover rate in adipose tissues (42–44). Thus, we used a constant 4-d intravenous infusion of NR through a jugular catheter at a dose of 800 mg/kg/d (Fig. 1*R*) that led to a twofold and a fourfold increase in NAD^+^ levels in WT BAT and eWAT, respectively (Fig. 1*S* and *T*). To assess the capacity of NR supplementation to rescue clock function in our NAMPT KO model, adipose tissues were harvested at ZT 6, where we had previously observed a difference in clock gene expression between FANKO mice and control littermates (*SI Appendix*, Fig. S1*M*). NR rescued NAD^+^ levels in FANKO BAT substantially and in FANKO eWAT to even higher levels than those found basally in WT mice (Fig. 1 *S* and *T*). NR led to a complete rescue of *Cry1* in both BAT and eWAT of FANKO mice (Fig. 1 *U* and *V*), whereas restoration of clock genes, *Cry2* and *Nr1d1*, was depot specific (Fig. 1 *W* and *X* and *SI Appendix*, Fig. S2 *E* and *F*). Additionally, NR decreased expression of *Arntl* and *Npas2* expression in both genotypes and adipose depots (*SI Appendix*, Fig. S2 *G*–*J*), in stark contrast to the effect observed in response to *Nampt* deletion. Thus, acutely elevating NAD^+^ levels by constant infusion of NR partially restores long-term disruption of the circadian clock and underscores the tight regulatory connection between NAD^+^ levels and the core clock.

### NAMPT Is Essential for Global Adipose Transcriptional Rhythmicity.

We next explored how NAMPT regulation of the core clock affected global transcriptional programs. Consistent with earlier studies (36), we found a higher number of genes to be circadian in BAT (2,821) than in eWAT (1,885) (Fig. 2*A* and Dataset S1), of which only 590 were shared between the depots (Fig. 2*A*). 

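Among the 20249 genes tested, 2807 were rhythmic in WT BAT and 1899 in WT eWAT at an FDR below 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lists shared 589 genes, where 263 would be shared if they were independent draws from the genes tested, and 2218 genes were rhythmic in WT BAT only and 1310 in WT eWAT only. With a separate fit for each depot and genotype in place of 1 fit of all samples, 756 genes were rhythmic in WT eWAT, and with an FDR below 0.05, 3439 were. The 3 genes with the smallest p in WT BAT were *Dbp* (adjusted p = 2.3e-22), *Stip1* (amplitude 1.5 ± 0.06, standard error, n = 4; adjusted p = 3.7e-21) and *Hspa8* (2.62 ± 0.13; adjusted p = 5.0e-21) by the same edgeR test. The annotation places 3 small nucleolar RNA genes within *Hspa8* on the same strand. In WT eWAT they were *Nr1d1* (4.64 ± 0.30; adjusted p = 3.8e-24), *Dbp* (adjusted p = 5.3e-24) and *Nr1d2* (4.09 ± 0.23; adjusted p = 1.4e-18), same edgeR test. *Nr1d1* overlaps *Thra* on the opposite strand.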

*Nampt* deletion substantially reduced the BAT circadian transcriptome by 2,500 genes (Fig. 2*B* and *SI Appendix*, Fig. S2*K*). 

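In FANKO BAT 575 genes were rhythmic, and 316 of these were also rhythmic in WT BAT. Thus 2491 of the WT genes (88.7%) were absent from the FANKO list and 259 genes entered it. Of the 2491 genes, 2462 (98.8%) had a lower amplitude in FANKO mice. Their choice in these samples, as rhythmic in WT and not in FANKO mice, largely fixes that direction. Among the same 2491 genes, 270 had an FDR below 0.05 and 886 an unadjusted p below 0.05 for a rhythm in FANKO BAT. The direct test of WT against FANKO rhythms called 559 genes in BAT at an FDR below 0.01 (edgeR), 452 of them among the genes absent from the FANKO list (18.1%), 57 among the genes rhythmic in both genotypes and 19 among those gained. At an unadjusted p below 0.05, the direct test covered 1690 of the 2491. The smallest p values of this test in BAT belonged to *Tshr*, whose amplitude went from 3.00 ± 0.18 (standard error, n = 4) to 0.39 ± 0.09 (adjusted p = 1.1e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *E2f2* (4.14 ± 0.30 to 0.84 ± 0.08; adjusted p = 5.3e-09, same edgeR test) and *Svil* (1.24 ± 0.20 to 0.44 ± 0.10; adjusted p = 2.4e-08, same edgeR test). *Tshr* shares its strand and part of its span with the predicted gene *Gm18827*.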

FANKO eWAT lost rhythmicity of 1,460 genes relative to WT tissue (Fig. 2*C* and *SI Appendix*, Fig. S2*L*), indicating that NAMPT exerts marked control over general transcriptional rhythmicity in both brown and white adipose depots despite the difference in regulation of the core clock. 

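In FANKO eWAT 1370 genes were rhythmic, of which 419 were also rhythmic in WT eWAT. Of the WT genes, 1480 (77.9%) were absent from the FANKO list, 1457 of them (98.4%) with a lower amplitude in FANKO mice, and 951 genes entered it. Here too the choice of the 1480 genes largely fixes the direction of their amplitudes. Among the 1480, 196 had an FDR below 0.05 and 486 an unadjusted p below 0.05 for a rhythm in FANKO eWAT. The direct test of WT against FANKO rhythms called 232 genes in eWAT, 95 among those absent from the FANKO list (6.42%), 95 among those gained (9.99%) and 34 among those rhythmic in both genotypes. At an unadjusted p below 0.05, it covered 851 of the 1480. *Ankef1* (amplitude 0.41 ± 0.06 to 0.77 ± 0.08, standard error, n = 4) and *Cavin2* (0.43 ± 0.18 to 0.77 ± 0.07) rose, and *Cdr2* fell (1.28 ± 0.15 to 0.70 ± 0.08). Their fitted peaks also moved, from 20.1 to 6.87 h for *Ankef1*, from 18.1 to 9.91 h for *Cavin2* and from 22.0 to 5.45 h for *Cdr2*. These had the smallest p values in eWAT, each with adjusted p = 1.0e-07 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The annotation places a gene on the opposite strand over *Cavin2*. The paper takes the genes absent from the FANKO lists of both depots as a sign of marked control by NAMPT over transcriptional rhythms in brown and white adipose tissue, despite the difference in regulation of the core clock.

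**Figure D3:**
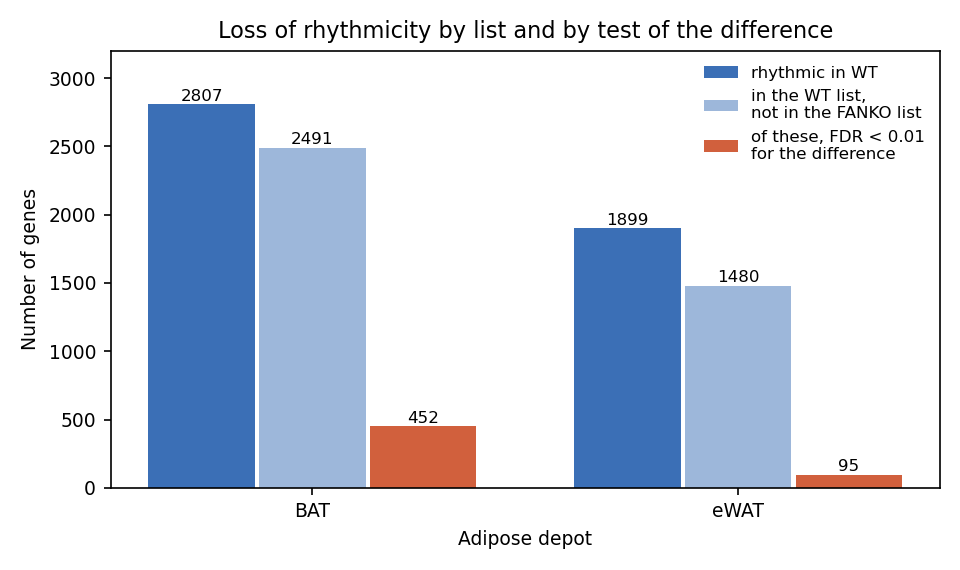
Number of genes (vertical axis, starting at 0) in BAT and eWAT that were rhythmic in WT mice, that were rhythmic in WT but not in FANKO mice, and that were in the latter set and passed the direct test of a difference in rhythm (each at an FDR below 0.01). The bars are 2807, 2491 and 452 genes in BAT and 1899, 1480 and 95 genes in eWAT.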

In line with our findings on how NAMPT potentiates the oscillations of the core clock genes, the amplitudes of oscillating genes in BAT and eWAT were significantly reduced in FANKO mice (Fig. 2*D*) compared with WT littermates, whereas peak time were largely unchanged (Fig. 2*E*). 

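Over the 3066 genes rhythmic in either genotype in BAT, the median log2 ratio of the FANKO to the WT amplitude was -1.12 (quartiles -1.72 and -0.55), and 2694 genes (87.9%) had the lower amplitude in FANKO mice. The median amplitude was 0.67 log2 CPM in WT and 0.33 in FANKO BAT. Over the 2850 genes rhythmic in either genotype in eWAT, the median log2 ratio was -0.36 (quartiles -1.21 and 0.73), with 1703 genes (59.8%) lower, and median amplitudes of 0.53 in WT and 0.49 in FANKO mice. The genes were chosen by the same samples in which amplitude was measured, and the ratio follows the choice. It was -1.32 for genes lost and 0.87 for genes gained in BAT, and -1.17 and 1.13 in eWAT. In genes rhythmic in both genotypes it was -0.32 in BAT (316 genes, 228 lower) and -0.04 in eWAT (419 genes, 223 lower). Over all genes rhythmic in FANKO eWAT, whether or not in WT, it was 0.78. Among genes rhythmic in both genotypes, 210 of 316 in BAT (66.5%) and 286 of 419 in eWAT (68.3%) had their highest mean at the same time point, and the median fitted shift of the peak was 0.313 h in BAT and 0.342 h in eWAT. The rhythmic genes of each list were distributed over the time points differently. In BAT, 24.9%, 20.5%, 28.6% and 25.9% of the WT genes and 23.5%, 23.3%, 44.5% and 8.70% of the FANKO genes were highest at ZT 6, ZT 10, ZT 18 and ZT 22. In eWAT, the shares were 10.5%, 23.3%, 28.2% and 38.0% in WT and 31.2%, 22.0%, 23.9% and 22.9% in FANKO mice.

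**Figure D4:**
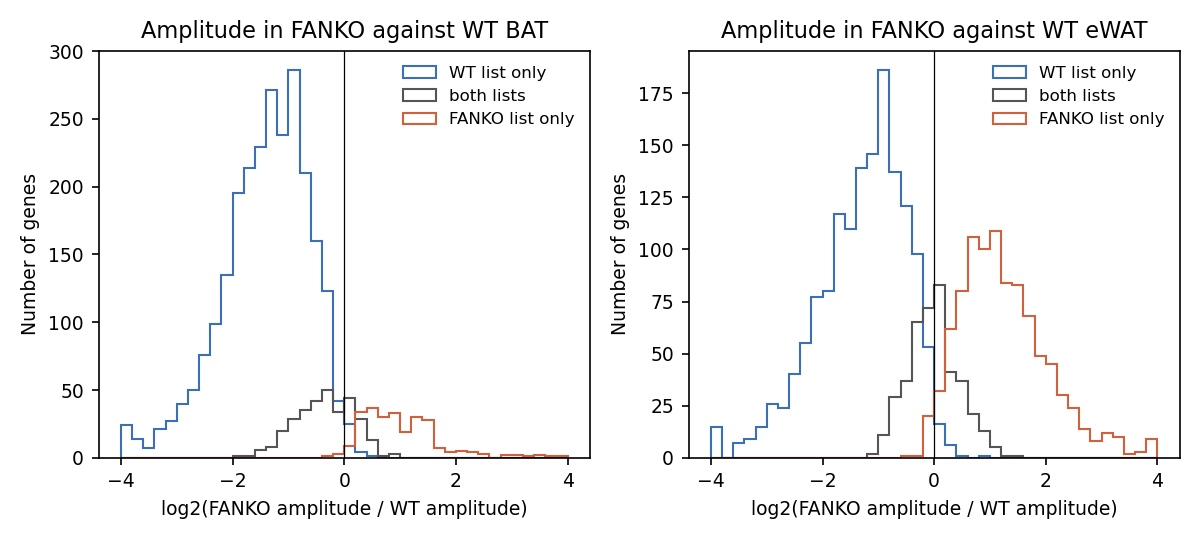
Histograms of the log2 ratio of FANKO to WT amplitude (horizontal axis) in BAT and eWAT, counted in genes (vertical axis), for genes rhythmic in WT only, in both genotypes and in FANKO only. Ratios beyond 4 in either direction are drawn at the ends. Genes rhythmic in WT only lie mainly below 0 and genes rhythmic in FANKO only mainly above it.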

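Mean levels over the time points differed between WT and FANKO mice for 13570 genes in BAT (67.0% of those tested), of which 6861 were lower and 6709 higher in FANKO mice, and for 10195 genes in eWAT (50.3%), 4610 lower and 5585 higher (edgeR, FDR below 0.01). The change exceeded 2-fold for 5753 of these genes in BAT and 1922 in eWAT. The balance of higher and lower genes depends on the scaling. With library size alone in place of TMM, 84.9% of the genes called in BAT and 21.8% of those called in eWAT were higher in FANKO mice, against 49.4% and 54.8% with TMM, and the median log2 fold change shifted by 0.59 in BAT and by -0.25 in eWAT. Among genes changed in the same direction at all 4 time points, the largest increases in BAT were in *Apol9a* (log2 fold change 10.24, standard error 0.35, adjusted p = 5.4e-34, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Ighg2c* (10.13, standard error 0.61, adjusted p = 1.5e-22) and *Slfn4* (9.94, standard error 0.35, adjusted p = 1.5e-33), and the largest decreases in *Gm10032* (-5.76, standard error 0.22, adjusted p = 6.1e-32), *Car14* (-5.02, standard error 0.20, adjusted p = 2.5e-31) and *Mmd2* (-4.54, standard error 0.38, adjusted p = 1.9e-16), all by the same edgeR test. In eWAT the largest increases were in *Aspg* (4.83, standard error 0.15), *Phospho1* (4.30, standard error 0.16) and *Slc7a11* (4.13, standard error 0.23), and the largest decreases in *D430019H16Rik* (-5.52, standard error 0.23), *Sfrp5* (-3.55, standard error 0.31) and *Gm15519* (-3.39, standard error 0.17). *Gm15519* is a processed pseudogene and *Apol9a* and *Slfn4* belong to families of similar genes, so the counting could have split reads between copies. *Car14*, *Aspg*, *Phospho1* and *Slc7a11* overlap other annotated genes. In WT BAT the mean log2 CPM was -2.76 for *Apol9a*, -2.47 for *Ighg2c* and -1.79 for *Slfn4*. The size and order of their increases therefore rest on few WT counts.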

Beyond its specific role in imparting transcriptional rhythmicity, *Nampt* deletion changed the overall expression level of 13,333 transcripts (6,801 down/6,532 up) in BAT and 10,063 transcripts (4,562 down/5,501 up) in eWAT. This impact on transcription is consistent with previous work by Yamaguchi and colleagues (28, 45) and highlights a broader requirement for NAD^+^ as an essential transcriptional regulator in addition to the molecular clock.

**Fig. 2.**
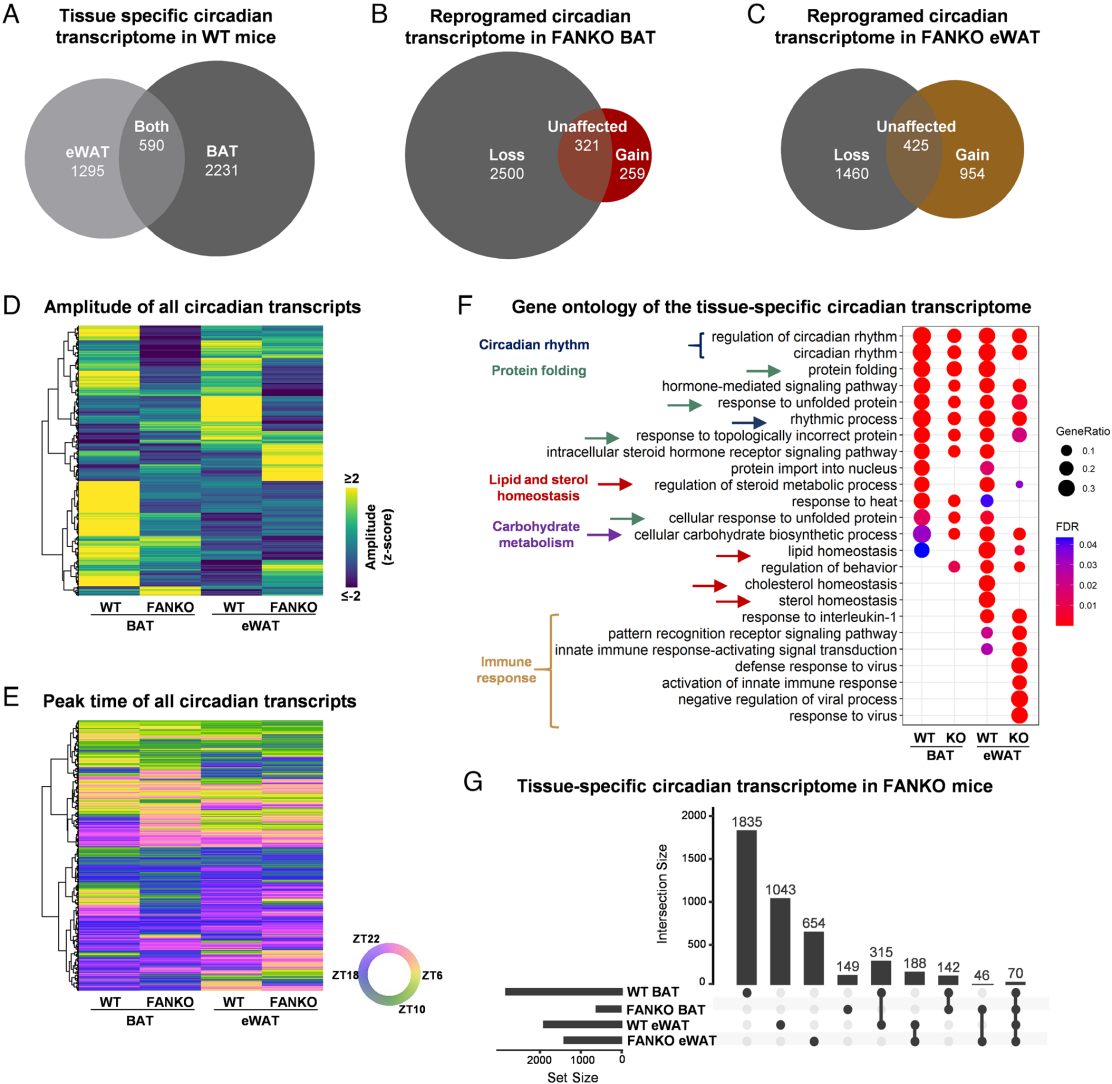
*Nampt* controls global adipose transcriptional rhythmicity through changes in circadian amplitude. Data from RNA sequencing performed on BAT and eWAT at ZT 6, 10, 18, and 22 from Fig. 1. (n = 4). (*A*) Euler diagram of oscillating transcripts in WT BAT and eWAT. (*B*) Euler diagram of oscillating transcripts in WT and FANKO BAT. (*C*) Euler diagram of oscillating transcripts in WT and FANKO eWAT. (*D*) Heatmap of amplitude and (*E*) peak time of rhythmic transcripts in BAT and eWAT of WT and FANKO mice. (*F*) Gene ontology analysis of circadian genes in all four groups. (*G*) UpSet plot showing selected overlaps of circadian rhythmicity of genes in the four groups. All analyses were performed with FDR cutoff < 0.01.

Gene ontology analysis of the circadian genes in the two adipose depots showed clear similarities. Terms connected to circadian rhythmicity and protein folding were highly enriched in both adipose tissue depots independent of genotype (Fig. 2*F*) but with a higher number of genes regulated in WT compared with FANKO mice. 

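In FANKO BAT the genes with the smallest p were *Dbp* (adjusted p = 3.2e-14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Dnaja1*, which encodes a heat-shock protein 40 cochaperone (amplitude 0.97 ± 0.11, standard error, n = 4; adjusted p = 1.6e-11), and *Per3* (2.00 ± 0.14; adjusted p = 3.9e-11). In FANKO eWAT they were *Nr1d1* (4.12 ± 0.18; adjusted p = 8.7e-20), *Lsm11* (1.76 ± 0.10; adjusted p = 7.1e-19) and *Per3* (adjusted p = 5.1e-16), by the same edgeR test. *Lsm11* had an amplitude of 0.63 ± 0.10 in WT eWAT, and its rhythms differed between the genotypes (adjusted p = 1.2e-06, same edgeR test). The chaperone genes *Stip1* and *Hspa8* remained rhythmic in FANKO BAT with amplitudes of 0.64 ± 0.15 and 1.29 ± 0.13. *Dnaja1* and *Per3* overlap other genes on the same strand. The authors' Dataset S2 lists 9 genes for protein folding among those that lost rhythmicity in eWAT only. All 9 were rhythmic here in both genotypes in BAT and in WT eWAT, none was in FANKO eWAT, and the direct test of a difference between the genotypes called 2 of them in eWAT and 3 in BAT.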

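When each gene was assigned to the exact combination of the 4 groups in which it was rhythmic, 1831 genes were rhythmic in WT BAT only, 1058 in WT eWAT only, 660 in FANKO eWAT only and 149 in FANKO BAT only. Among the combinations, 197 genes were rhythmic in WT BAT and FANKO eWAT, 187 in WT and FANKO eWAT, 141 in WT and FANKO BAT, and 70 in all 4 groups.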

The unique intersection between the four datasets was visualized by an UpSet plot (Fig. 2*G*). 

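Of the genes rhythmic in both WT depots, 322 (54.7%) were rhythmic in neither FANKO depot. The direct test of WT against FANKO rhythms called 88 of these 322 genes in at least 1 depot and 9 in both depots (edgeR, FDR below 0.01).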

A total of 315 genes, over half of the rhythmic genes common between the two adipose tissues (590 genes, Fig. 2*A*), lost rhythmicity in both depots in response to *Nampt* deletion (*SI Appendix*, Fig. S2*M*). The highest ranking ontology terms for these shared genes included biosynthesis of triglyceride, cholesterol and phosphatidic acid, lipid droplet organization, and cardiolipin metabolism (Dataset S2). These data underscore the importance of NAMPT in the regulation of circadian lipid metabolism in both tissues. 

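The authors' Dataset S2 lists genes for these terms, 5 for triglyceride biosynthesis, 8 for cholesterol biosynthesis, 4 for phosphatidic acid biosynthesis, 4 for lipid droplet organization and 3 for cardiolipin metabolism. All were rhythmic in both WT depots and in neither FANKO depot here, as their origin in the authors' own calls on these data leads to. Together they are 20 different genes. Their median amplitude was 1.03 log2 CPM in WT and 0.33 in FANKO BAT, and 0.84 in WT and 0.36 in FANKO eWAT. The direct test of a difference in rhythm called 7 of the 20 in BAT and 2 in eWAT, *Nr1h3* and *Sc5d* (edgeR, FDR below 0.01). Mean levels fell for 10 and rose for 4 in BAT, whereas 14 rose and none fell in eWAT, at the same FDR. Ontology enrichment itself was not recomputed here.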

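Rhythmic in both FANKO depots but in neither WT depot were 45 genes. With library size scaling in place of TMM the number was 13, and with time point as a factor it was 24.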

As indicated in the UpSet plot, 46 genes gained rhythmicity in response to knockout of *Nampt* in both tissues. However, these appeared to be related to an immune response (Dataset S2).

There were also notable differences in the tissue-specific ontologies of circadian genes. In eWAT of the FANKO mice, genes involved in lipid and cholesterol homeostasis lost rhythmicity, whereas genes related to inflammation gained rhythmicity (Fig. 2*F* and Dataset S3). 

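Among the 951 genes that gained rhythmicity in FANKO eWAT, 413 also had a higher mean level in FANKO mice (edgeR, FDR below 0.01). The 20 genes of the lipid terms that lost rhythmicity in both depots were chosen as rhythmic in WT and not in FANKO mice, and all had lower amplitudes in FANKO eWAT by time-point means. By the fitted cosine, *Pla2g6* rose from 0.44 to 0.52 in eWAT. *Nr1h3* fell from an amplitude of 0.80 ± 0.09 (standard error, n = 4) to 0.18 ± 0.07 and *Pnpla3* from 1.35 ± 0.24 to 0.23 ± 0.13.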

The increase in rhythmic inflammatory-related genes in the eWAT of FANKO mice may be due to infiltration of immune cells. In line with this, high-fat diet (HFD) substantially increased inflammation in WAT of the FANKO mice (29). The highest ranking terms between the genes gaining rhythmicity in response to *Nampt* deletion in BAT were immune response, and positive regulation of transcription by RNA polymerase II (Dataset S3). 

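For these terms the authors' Dataset S3 lists 40 and 27 genes. Of the 40 immune response genes, 39 were in the gained list for BAT here, 29 had a higher mean level in FANKO BAT (edgeR, FDR below 0.01) and 4 passed the direct test of a difference in rhythm. All 27 genes for transcription by RNA polymerase II were in the gained list, 6 had a higher mean level and 7 passed the direct test. Over all 259 genes gained in BAT, 108 had a higher mean level and 112 had an unadjusted p below 0.05 for a rhythm in WT BAT.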

Looking at the ontology for genes losing rhythmicity in each of the two depots separately (Dataset S3), we found remarkable tissue-specific differences. 

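The gene lists of Dataset S3 for genes losing rhythmicity in BAT were readable in part, with 59 genes for positive regulation of protein phosphorylation, 60 for positive regulation of transcription by RNA polymerase II, 55 for cytoskeleton organization, 59 for positive regulation of cellular component organization and 59 for organic acid metabolic process. Of these, 57, 58, 52, 57 and 58 were rhythmic in WT and not in FANKO BAT here. The direct test of a difference in rhythm called 13, 11, 12, 11 and 15 of them (edgeR, FDR below 0.01). In WT eWAT 9, 15, 10, 10 and 14 of the same genes were rhythmic, and 4, 10, 6, 7 and 13 of these were not rhythmic in FANKO eWAT.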

In BAT, more than 100 genes related to each of the following terms lost rhythmicity: positive regulation of protein phosphorylation, positive regulation of transcription, cytoskeleton organization, positive regulation of cellular component organization, and organic acid metabolic process (Dataset S3). This result points to an effect of NAMPT in circadian regulation of general transcription and cytoskeleton organization in BAT. In eWAT, loss of rhythmicity was seen in a high number of genes related to cell cycle regulation and metabolism, explicitly the terms: regulation of cell cycle, organonitrogen compound metabolic process, cellular lipid metabolic process, phosphate-containing compound metabolic process, monocarboxylic acid metabolic process (Dataset S3). An analysis of the common rhythmic genes for the two adipose tissues revealed that more transcripts lost rhythmicity specifically in BAT compared with eWAT, 146 vs. 59, respectively (*SI Appendix*, Fig. S2*M*). 

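Of the genes rhythmic in both WT depots, 141 lost rhythmicity in BAT only and 56 in eWAT only. Tested directly, the genotype effect on the rhythm differed between the depots for 22 of the 141 genes and 3 of the 56 (edgeR, FDR below 0.01), or 73 and 16 at an unadjusted p below 0.05. With separate fits for each depot the eWAT-only number was 36, and with DESeq2 it was 87.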

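Of the shared genes that lost rhythmicity in BAT only, Dataset S2 lists 10 for organic acid metabolic process and 19 for positive regulation of transcription. All were rhythmic in WT and not in FANKO BAT here, 9 of the 10 and 18 of the 19 were still rhythmic in FANKO eWAT, and the direct test of a difference in BAT called 4 and 8 of them (edgeR, FDR below 0.01). The 5 genes listed for circadian rhythm were lost in BAT and still rhythmic in FANKO eWAT, and 4 of them passed the direct test in BAT.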

Among the BAT-specific transcripts were again genes related to organic acid metabolic process, and positive regulation of transcription (*SI Appendix*, Table S2). These tissue-specific differences, due to *Nampt* deletion, in the number of oscillating transcripts and on their gene ontology highlight that the effect of NAD^+^ depletion on circadian rhythmicity largely depends on the cellular context, such as gene accessibility, or the presence of specific transcriptional regulators.

### *Nampt* Ablation Affects Adipose Metabolite Biorhythms in a Depot- and Diet-Specific Manner.

Similar to circadian oscillations in gene expression, metabolite levels show a diurnal pattern in adipose tissue (46). The circadian rhythms of metabolite levels in BAT are profoundly affected by disruption of the molecular clock (46). Furthermore, depletion of NAD^+^ affects the metabolite profile in other model systems (31, 47, 48). To describe the effect of *Nampt* ablation on the diurnal metabolite rhythmicity of BAT, we performed metabolomics analyses on WT and FANKO mice tissues at the midpoint of the light and dark phases, ZT6 and ZT18, respectively. Any metabolite with concentration significantly changed between these two time points was characterized as rhythmic. Out of 760 metabolic features detected in BAT, 322 were rhythmic (Fig. 3*A*) and 171 of these oscillating metabolites were dependent on NAD^+^. *Nampt* deletion affected an additional 223 metabolites that were not classified as rhythmic. The critical importance of BAT NAD^+^ biosynthesis for metabolic rhythmicity was further underscored by principal component analysis (PCA). The WT metabolite profiles were clearly distinct at the two times of day, whereas loss of *Nampt* abolishes this distinction (*SI Appendix*, Fig. S3*A*, PC2). As many as 93 features showed an interaction between genotype and time of day (Fig. 3*A*). Among these specific features having different diurnal patterns in response to *Nampt* ablation were metabolites related to the KEGG pathways *Arginine biosynthesis*, *TCA cycle*, and *Pyruvate metabolism* (Fig. 3*B*). *Nampt* ablation completely abolished the diurnal rhythm of lactate and the three TCA cycle intermediates: α-ketoglutarate, malate, and fumarate (Fig. 3*C*). We observed similar patterns for N-acetylornithine, an intermediate in arginine biosynthesis and the urea cycle (Fig. 3*D*). These data indicate that NAMPT is a central regulator of circadian energy metabolism in BAT.

**Fig. 3.**
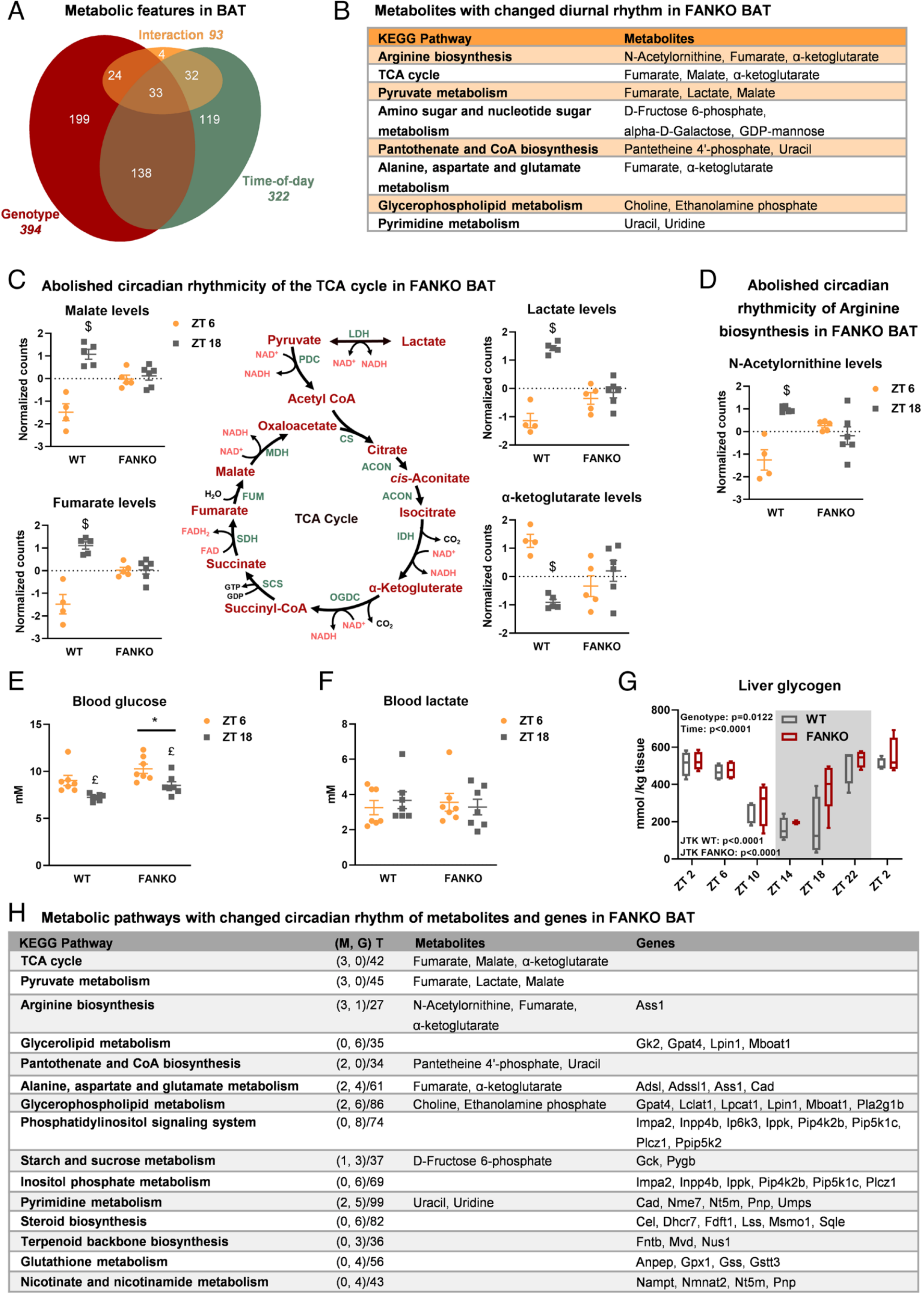
*Nampt* ablation affects metabolite rhythmicity in brown adipose tissue. Metabolomics analysis of BAT of WT and FANKO mice harvested at ZT 6 and ZT 18 (n = 4 to 6). (*A*) Euler diagram of metabolic features in BAT significantly affected by genotype, time-of-day, or an interaction between these two factors. (*B*) List of KEGG pathways with changed diurnal pattern in response to *Nampt* deletion in BAT. (*C*) Schematic overview of pyruvate metabolism and the TCA cycle, and plots displaying the content of metabolic intermediates with changed diurnal rhythm in BAT in response to *Nampt* deletion. (*D*) Levels of the arginine biosynthesis intermediate, N-acetylornithine, in WT and FANKO BAT. Measurements of (*E*) blood glucose and (*F*) blood lactate levels in WT and FANKO mice at ZT 6 and ZT 18 (n = 7). (*G*) Liver glycogen levels in WT and FANKO mice at 4-h intervals over the course of 24 h. (*H*) List of selected KEGG pathways regulated at the transcriptional and metabolic level. M: metabolite, G: gene, and T: total number of metabolites and genes in pathway. Significant differences found by 2-way ANOVA or JTK rhythmicity are noted. All metabolomics analyses were performed with a FDR cutoff < 0.05. * denotes significant difference between WT and FANKO. £ denotes significantly difference with time-of-day. $ denotes significant difference with time-of-day in WT.

We next determined whether NAMPT-specific circadian changes in BAT metabolites were reflected in the blood. We measured blood glucose and lactate at the midpoint of each period (ZT6 and ZT18). Blood glucose was significantly higher in the FANKO mice at both times-of-day compared with controls, and both genotypes exhibited increased blood glucose during the day at ZT 6 compared with ZT 18 (Fig. 3*E*). Thus, the diurnal pattern of blood glucose levels was unaffected by *Nampt* deletion. Despite a clear effect in BAT, blood lactate levels did not differ between genotypes or time of day (Fig. 3*F*). To further investigate whether the rhythmicity of glucose metabolism in other tissues were affected by adipose *Nampt* deletion, we measured liver glycogen every 4 h. Liver glycogen levels were highly rhythmic in both genotypes, but the rhythmicity was unaffected by adipose *Nampt* deletion (Fig. 3*G*). Overall, these findings are consistent with earlier reports that adipose NAMPT plays a role in whole-body glucose metabolism (29, 49), yet the effect of *Nampt* deletion on metabolite rhythmicity appears to be more restricted locally within BAT.

Integration of the metabolomic analysis with the transcriptomic analysis allowed us to evaluate the overall impact of *Nampt* ablation on BAT circadian metabolism. 

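Fig. 3*H* names 40 genes, of which 36 were found by symbol, passed the filter on low counts and were tested. *Pnp* was not found by symbol in the count table, so it was left out whatever its counts. In BAT, 26 of the 36 were rhythmic in WT and 2 in FANKO mice, 24 lost rhythmicity and 33 had a lower amplitude in FANKO mice. Among the 33 is *Gk2*, which had almost no counts in BAT (mean log2 CPM -2.96 in WT and -3.03 in FANKO mice). Its lower amplitude carries no information. The direct test of WT against FANKO rhythms called 12 of them at an FDR below 0.01 over all genes and 25 when the adjustment was made over the 36 genes alone. The genes were picked by the authors from the same samples, so the second count shows no stability. Leaving out replicates moved the count most. With each replicate number left out of every group in turn it lay between 1 and 10.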

Fig. 3*H* lists the most distinct KEGG pathways in BAT from the combined analysis of metabolites and genes with changed rhythmicity in response to *Nampt* ablation. The changes in TCA cycle and pyruvate metabolism were only seen on the metabolite level and were therefore likely driven directly by the decrease in NAD^+^ levels in the FANKO mice, given the role of NAD^+^ as a co-factor in these pathways (Fig. 3*C*). Three pathways, including *Aspartate metabolism, De novo pyrimidine biosynthesis*, and *Starch and sucrose metabolism,* were among the distinct KEGG pathways in the combined analysis that demonstrated a change in rhythmicity in response to *Nampt* ablation at both the metabolite and the transcriptional levels (Fig. 3*H*). In each case, the circadian expression of relevant enzymes were altered upstream of the changes in metabolite rhythmicity (*SI Appendix*, Fig. S3 *B*–*D*). The diurnal rhythms of several other metabolic pathways were only regulated at the transcriptional level. Among these were the *Phosphatidylinositol signaling system*, *Steroid biosynthesis*, and *Nicotinate and nicotinamide metabolism*. One reason for this discrepancy could be due to the higher resolution of the transcriptomic analysis. Alternatively, many genes cycle at the transcriptomic level, without having a diurnal pattern at the protein level. Concerning NAD^+^ metabolism, both nicotinamide and NAD^+^ levels were decreased in the FANKO mice, and the levels showed a time-of-day effect (*SI Appendix*, Fig. S3 *E* and *F*), although there was no difference in their diurnal patterns in response to *Nampt* ablation.

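None of 13 genes of the TCA cycle was rhythmic in BAT of either genotype, and none had an unadjusted p below 0.05. The smallest adjusted p for a rhythm was 0.224 in WT BAT and 0.303 in FANKO BAT (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At this depth, with 16 samples per group, no TCA gene's rhythm was detectable.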

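For aspartate metabolism, *Ass1* had an amplitude of 2.63 ± 0.25 log2 CPM (standard error, n = 4 per time point) in WT BAT and 0.22 ± 0.18 in FANKO BAT (adjusted p = 0.00559 for the difference in rhythm, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), whereas *Adsl* went from 0.31 ± 0.04 to 0.10 ± 0.07 (adjusted p = 0.0111, same edgeR test) and *Adssl1* was not rhythmic in either genotype. For pyrimidine biosynthesis, *Cad*, the enzyme of the first 3 steps, went from 0.87 ± 0.06 to 0.24 ± 0.08 (adjusted p = 0.00405, same edgeR test) and *Umps* from 1.03 ± 0.14 to 0.38 ± 0.07 (adjusted p = 0.0156, same edgeR test). For starch and sucrose metabolism, *Pygb* went from 0.63 ± 0.06 to 0.18 ± 0.11 (adjusted p = 0.00364, same edgeR test). *Ass1*, *Cad* and *Pygb* passed an FDR of 0.01 and *Adsl* and *Umps* did not.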

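Among the other pathways of Fig. 3*H*, 2 of 4 genes tested for glycerolipid metabolism, 3 of 5 for glycerophospholipid metabolism, 1 of 5 for inositol phosphate metabolism, 1 of 3 for terpenoid backbone biosynthesis and none of 4 for glutathione metabolism passed the direct test of a difference in rhythm (edgeR, FDR below 0.01). For glutathione metabolism 3 of the 4 genes lost rhythmicity by threshold, and 2 passed over the list of Fig. 3*H* alone. *Gpat4* went from 1.80 ± 0.15 (standard error, n = 4) to 0.79 ± 0.14 and remained rhythmic in FANKO BAT, *Lpin1* from 1.16 ± 0.20 to 0.17 ± 0.18, *Lclat1* from 0.77 ± 0.13 to 0.31 ± 0.11 and *Mvd* from 2.59 ± 0.27 to 0.63 ± 0.16.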

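For phosphatidylinositol signaling, 7 of the 8 genes named were tested, 3 lost rhythmicity and 2, *Inpp4b* (amplitude 0.83 ± 0.18 in WT and 0.42 ± 0.37 in FANKO BAT, standard error, n = 4) and *Ppip5k2* (0.72 ± 0.12 and 0.08 ± 0.14), passed the direct test of a difference in rhythm (adjusted p = 0.00326 and 0.00835, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pip4k2b* was rhythmic in both genotypes with amplitudes of 0.45 ± 0.11 and 0.46 ± 0.12. The fitted amplitude change of *Inpp4b* was 0.08 with library size scaling, against -0.18 with TMM. For steroid biosynthesis, 5 of 6 genes were tested, all lost rhythmicity and 2 passed the direct test, *Sqle* (1.70 ± 0.13 to 0.10 ± 0.21, adjusted p = 0.000250, same edgeR test) and *Fdft1* (1.01 ± 0.20 to 0.21 ± 0.20, adjusted p = 0.00601, same edgeR test). For nicotinate and nicotinamide metabolism, 3 of 4 genes were tested and none passed. *Nampt* itself lost its rhythm by threshold in BAT, with amplitudes of 0.93 ± 0.21 and 0.28 ± 0.14, and *Nmnat2* and *Nt5m* were not rhythmic in either genotype.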

We next investigated NAD^+^-dependent metabolite oscillation on eWAT from the same WT and FANKO cohort used for BAT metabolomics. Of the 746 metabolic features detected in eWAT, 144 were altered by *Nampt* ablation and only 22 of these were rhythmic metabolites (Fig. 4*A*). This relatively nominal impact on eWAT metabolites was globally reflected in the PCA plot where there was no clear separation between genotypes or time-of-day (*SI Appendix*, Fig. S4*A*). While there was no interaction between the genotype and time-of-day effect in eWAT, fumarate, malate, and sorbose levels were significantly affected by both parameters (Fig. 4*B*). Collectively, these data illustrate the large difference in the diurnal pattern of metabolism between brown and white adipose depots, with 42% of the detected features cycling in BAT and only 3% cycling in eWAT. Moreover, our metabolomic findings are consistent with the transcriptional data emphasizing that NAMPT-dependent NAD^+^ biosynthesis plays a pronounced tissue-specific role in BAT rhythmicity.

**Fig. 4.**
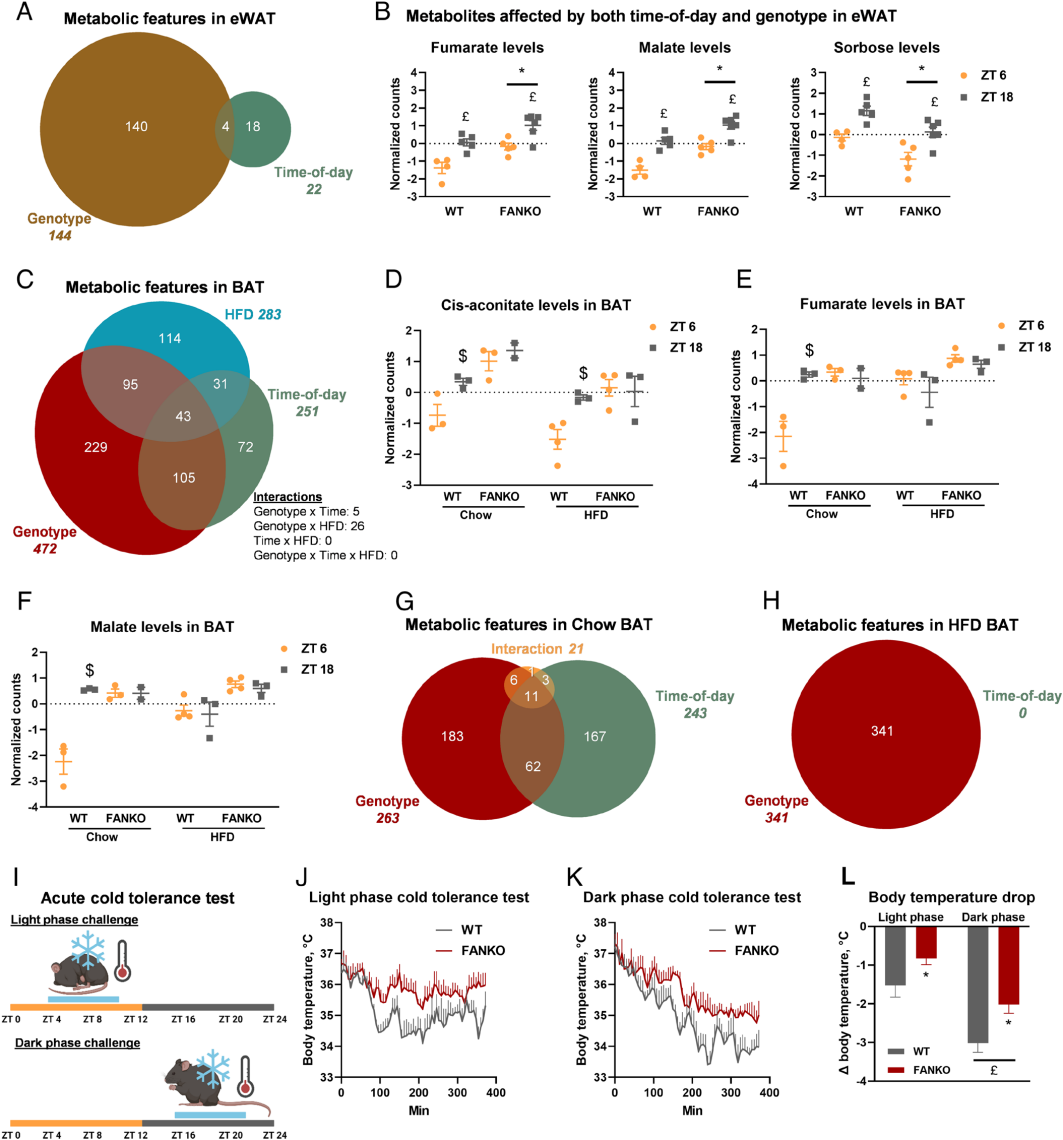
The effect of *Nampt* ablation on metabolite rhythmicity is tissue and diet dependent. Metabolomics analysis of eWAT from WT and FANKO mice harvested at ZT 6 and ZT 18 (n = 4 to 6). (*A*) Euler diagram of metabolic features in eWAT significantly affected by genotype, time-of-day, or an interaction between these two factors. (*B*) Metabolites affected by both genotype and time-of-day in eWAT. Metabolomics analysis of BAT of chow- and high-fat diet (HFD)-fed WT and FANKO mice harvested at ZT 6 and ZT 18 (n = 2 to 4). (*C*) Euler diagram of metabolic features significantly affected by genotype, time-of-day, and HFD as determined by three-way ANOVA. Day and night levels of (*D*) cis-aconitate, (*E*) fumarate, and (*F*) malate in BAT of WT and FANKO mice fed chow or HFD. (*G*) Euler diagram of metabolic features in BAT of chow-fed animals significantly affected by genotype, time-of-day, or an interaction between these two factors. (*H*) Euler diagram of metabolic features in BAT of HFD-fed animals significantly affected by genotype, time-of-day or an interaction between these two factors. (*I*) Schematic of acute cold tolerance test. (*J*) Light and (*K*) dark phase cold tolerance test. (*L*) Body temperature drop for the two cold tolerance tests. All metabolomics analyses were performed with FDR cutoff < 0.05. * denotes significantly difference between WT and FANKO. £ denotes significantly difference with time-of-day. $ denotes significant difference with time-of-day in WT at the same diet.

NAMPT is essential for the function of adipose tissue (29, 49, 50), particularly apparent in the context of diet-induced obesity, where mice deficient in adipose *Nampt* fail to expand their adipose tissue to accommodate the lipid burden (29). Obesity is itself a major effector on the clock; in WT mice, high-fat diet (HFD) alters the clock in peripheral tissues including adipose and increases activity level and food intake of the animals during the light phase, thus attenuating the diurnal pattern (51–54). Furthermore, *Nampt* diurnal oscillation in adipose tissue is dampened in a genetic model of obesity (37), and the circadian metabolite profile of BAT is heavily influenced by HFD (55). Therefore, we sought to describe the effect of *Nampt* deletion on the diurnal metabolomic profile of BAT in the context of a HFD challenge. We performed metabolomic analysis on mice fed either chow or HFD and collected tissues at ZT 6 and ZT 18. We detected 1,028 metabolic features, 472 were affected by genotype, 251 by time-of-day, and 283 by diet (Fig. 4*C*). PCA revealed a clear separation between genotypes on both diets, but only mice fed a chow diet separated with time-of-day (*SI Appendix*, Fig. S4*B*). There were no significant FDR-corrected 3-way interactions, but 43 metabolite features were affected by the three factors: genotype, time-of-day, and diet, individually. Among these was the TCA intermediate cis-aconitate (Fig. 4*D*), which was rhythmic in WT BAT under both chow and HFD conditions but lost rhythmicity upon *Nampt* depletion. For two other TCA intermediates, fumarate and malate, loss of *Nampt* flattened rhythmicity on chow diet, mirroring the circadian-disrupting effects of HFD (Fig. 4 *E* and *F*). Comparing the genotype and time-of-day effects separately in the cohorts on chow and HFD gave a striking result. In the chow-fed cohort, 262 metabolic features were affected by genotype, 243 were affected by time-of-day, and 21 showed an interaction between genotype and time-of-day (Fig. 4*G*). This is a slightly lower number of regulated features compared with the earlier study (Fig. 3*A*). By contrast, in mice fed a HFD, 314 features exhibited a genotype effect, but no metabolic feature showed any significant diurnal rhythm (Fig. 4*H*). A strong effect of HFD on metabolite rhythmicity in BAT has been reported (55), but not to this extent. This emphasizes that on top of tissue specificity, diet adds another layer of complexity to the circadian regulation of metabolism.

### Thermogenic Capacity, but Not Rhythmicity, Is Affected by Adipose *Nampt* Deletion.

We next investigated the physiological consequences of the striking alterations in both circadian transcription and metabolism in *Nampt*-deficient adipose tissue. The main function of murine BAT, the tissue where we observed the larges changes in transcription and metabolism, is thermogenesis and body temperature defense (56). To investigate the effect of *Nampt* depletion on temperature regulation, we surgically implanted telemetric temperature probes in the intraperitoneal cavity of WT and FANKO mice. This enabled us to continuously monitor body temperature. The rhythmicity of body temperature was not changed in the FANKO mice at room temperature (*SI Appendix*, Fig. S4*C*). We then challenged mice with 6-h bouts of cold exposure either during the day (at ZT 4) or during the night (at ZT 16) (Fig. 4*I*). Activity and food intake during the cold exposure were similar between the two time points and genotypes (*SI Appendix*, Fig. S4 *D* and *E*). Both genotypes exhibited differential sensitivity to cold at ZT 4 compared with ZT 16 (Fig. 4 *J*–*L*). Yet surprisingly, under these conditions, the FANKO mice were significantly less sensitive to cold at both times-of-day compared with control littermates (Fig. 4 *J*–*L*). There was no interaction between genotype and time-of-day, indicating that the diurnal rhythmicity of cold sensitivity was independent of adipose NAMPT.

## Discussion

While it is widely accepted that NAMPT and the circadian clock are functionally linked, it has not been explored how ubiquitous the role is for NAMPT in the core clock across cell types. Here, we show that the regulation of the clock and metabolic biorhythms by NAMPT in vivo is highly tissue specific. Adipose *Nampt* ablation leads to dampening of several core clock genes in both brown and white adipose tissues as well as disruption of the circadian rhythmicity of a significant number of metabolic genes, especially those related to lipid metabolism. One such set of genes influences synthesis of the critical phospholipid, cardiolipin, which we have previously found to be sufficient to modulate adipocyte thermogenic capacity (57). In the present study, we find that circadian amplitude, but not phase or peak time, is affected by loss of *Nampt* in adipose depots. 

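With the peak time taken from the fitted cosine, 199 of the 316 genes rhythmic in both genotypes in BAT (63.0%) and 284 of 419 in eWAT (67.8%) peaked within 2 h of each other in WT and FANKO mice.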

On the contrary, we find that the skeletal muscle clock is completely refractory to *Nampt* deletion.

Our results in adipose tissue are consistent with a recent study showing that *Nampt* knockout in the liver dampens circadian oscillations (35). The loss of rhythmicity in response to *Nampt* deletion was substantially higher in BAT (89%) and eWAT (77%) compared with the liver, where a loss of 26% of the rhythmic genes was observed (35). 

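With an FDR below 0.05 in place of 0.01 in both genotypes, 3737 of 4470 rhythmic genes in BAT and 2504 of 3439 in eWAT were absent from the FANKO lists (edgeR).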

One of the likely mechanisms by which NAMPT-dependent NAD^+^ biosynthesis regulates the clock is through SIRT1-mediated deacetylation of PER2, which has been shown to modulate circadian amplitude (21). Other mechanisms by which NAMPT-dependent NAD^+^ biosynthesis can regulate circadian transcription are through SIRT1-mediated deacetylation of BMAL1 (20), PARP1-mediated ADP-ribosylation of CLOCK (58), and SIRT6-mediated recruitment of CLOCK:BMAL1 to certain circadian gene promoters (59). Conversely, elevating NAD^+^ levels, either by supplementation of NAD^+^ precursors (24, 35) or genetic deletion of the NAD^+^-dependent hydrolase CD38 (60), increases clock amplitudes. In agreement with this, we observed that constant infusion with NR partially rescued clock gene expression in BAT and fully rescued it in eWAT. However, while NR infusion was able to bring NAD^+^ levels in the *Nampt* KO tissues back to or above levels in control littermates, one consideration is that the continuous nature of the supplementation in this study would likely attenuate physiological NAD^+^ biorhythms and could, thus, potentially shift or impact transcriptional oscillations compared with WT mice. Therefore, increasing or boosting NAD^+^ levels in a pulsatile manner, aligning with physiological NAD^+^ biorhythms, would likely be the more viable supplementation strategy for augmenting adipocyte clock function under obesity and other contexts in which the clock is compromised.

Notably, exogenous NAD^+^ will not only feed into the clock and NAD^+^ feedback cycle. Beyond directly affecting the transcription of clock genes via enzymes, such as SIRT1/6 or PARP1, oscillating NAD^+^ will also impart circadian regulation through its role as a cofactor for other proteins and as a substrate to produce NADH and NADP(H) for electron transport, biosynthesis, and oxidative defense. This is likely reflected in the changes we observed in TCA intermediate rhythms, as rhythmicity was only observed at the metabolite level, including fumarate, malate, cis-aconitate, but not in gene expression of associated TCA enzymes. 

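In eWAT the 13 TCA genes were not rhythmic either. The smallest adjusted p was 0.0585 in WT and 0.629 in FANKO eWAT (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 genes in WT eWAT and none in FANKO eWAT had an unadjusted p below 0.05. No TCA gene's rhythm differed between the genotypes in BAT or eWAT, at an FDR below 0.01 or at an unadjusted p below 0.05.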

Several steps in the TCA cycle are NAD^+^ dependent, making NAD^+^ depletion a likely effector of the metabolic flow. Additionally, *Nampt* deletion could affect metabolic flux through posttranslational modification (PTM), such as SIRT3-mediated deacetylation of mitochondrial enzymes (61). Acetylation levels of all TCA enzymes are affected by *Bmal1* knockout, and acetylation of several of the enzymes follows a circadian pattern (62). NAMPT-dependent oscillation of TCA metabolites could also be mediated by regulation of anaplerotic or cataplerotic reactions linked to the TCA cycle. 

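For arginine biosynthesis, the 1 gene listed in Fig. 3*H*, *Ass1*, lost rhythmicity in FANKO BAT and passed the direct test of a difference in rhythm. For alanine, aspartate and glutamate metabolism, all 4 genes listed had a lower amplitude in FANKO BAT, 3 lost rhythmicity and 2, *Ass1* and *Cad*, passed the direct test (edgeR, FDR below 0.01).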

Several pathways feeding into or drawing from the TCA cycle, including *Arginine biosynthesis* and *Alanine, aspartate, and glutamate metabolism*, were regulated both at the transcriptional and metabolite level in FANKO brown adipose tissue (*SI Appendix*, Fig. S3*B*). This could also provide a means through which the diurnal changes in metabolism in response to *Nampt* deletion can feed back and regulate circadian transcription as has been observed previously (63, 64). However, the key considerations when integrating gene expression and metabolite levels are that a significant amount of differential circadian control occurs at the protein and PTM level (65). Therefore, future efforts will be needed to bridge the mechanistic underpinnings linking NAMPT-dependent circadian transcription to metabolite oscillation. Interestingly, we found that ablation of NAMPT-mediated NAD^+^ synthesis in mice on chow diet flattened metabolite biorhythms in BAT similarly to HFD, a nutritional challenge known to dramatically impinge on circadian physiology (66). Taken together, our data suggest that loss of NAD^+^ likely bidirectionally impacts transcriptional and metabolite rhythms at multiple levels, and future studies will be required to resolve specific contributions.

Despite the influence of NAMPT on circadian oscillation of transcripts and metabolites in BAT, we found that the diurnal rhythmicity of cold sensitivity was similar between FANKO mice and littermate controls. Surprisingly, loss of adipose tissue *Nampt* improved cold tolerance. Our findings differ from the increased cold sensitivity reported earlier using another floxed *Nampt* model (28). It was shown, using BAT-specific and pan-adipose *Nampt* KO mice, that WAT lipolysis, and not BAT metabolism, was the primary driver of cold intolerance (28). The likely reason for the different outcomes between our studies is experimental design. We exposed the animals to cold under fed conditions with ad libitum access to chow diet during the entire cold challenge, whereas the earlier study observed significant effects when challenging the adipose *Nampt* KOs under fasted conditions, a context that creates a stronger reliance on WAT lipolysis. Both studies reveal a significant influence of NAMPT-mediated NAD^+^ synthesis in adipose tissue on body temperature defense. Our findings indicate that, under fed conditions, loss of *Nampt* may be “overcompensated” and animals can defend body temperature even better than WT littermates. This compensatory increased cold tolerance does not appear to be driven by canonical thermogenic drivers, such as uncoupling in BAT (i.e., *Ucp1*) or in skeletal muscle (i.e., *Ucp2* or *Ucp3*) (*SI Appendix*, Fig. S4*F*). 

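In BAT, *Ucp1* was lower in FANKO mice, with a log2 fold change of -1.80 (standard error 0.23, adjusted p = 6.6e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lower means at 4 of 4 time points. Its log2 CPM was 12.07 ± 0.53 in WT and 10.25 ± 0.54 in FANKO BAT (SD, n = 16). In the same tissue *Ucp2* was higher (2.57, standard error 0.11, adjusted p = 2.6e-30, same edgeR test) and *Ucp3* lower (-0.83, standard error 0.10, adjusted p = 1.2e-10, same edgeR test). With library size scaling the change of *Ucp3* was -0.24 and no longer passed the threshold. Macrophage markers also rose in FANKO BAT (median log2 fold change 3.77, 7 of 8 higher, 1 lower), as did B cell and plasma cell markers (4.13, 7 of 7). Bulk counts do not show which cells the changes of *Ucp1*, *Ucp2* and *Ucp3* come from.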

Nor does it appear to be caused by BAT gene programs linked to mitochondrial morphology (e.g., *Mfn1, Opa1, Fis1, Tfam)* and TCA activity (e.g., *Cs, Acon2, Idh2, Ogdh, Sucla2, Suclg1, Sdha, Sdhb, Sdhc, Sdhd, Fh1, Mdh1, Mdh2*) (*SI Appendix*, Fig. S4*G*). These genes are all down-regulated in *Nampt*-depleted BAT, in agreement with the observation by Yamaguchi et al (28). However, genes linked to the creatine futile cycle are increased in FANKO BAT (*SI Appendix*, Fig. S4*G*) and mRNA levels of *Ucp1* and the other mitochondrial related genes are increased in FANKO eWAT, all of which might contribute to the increased cold tolerance of mice lacking *Nampt* in adipose tissue. 

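In BAT, the log2 fold changes of *Mfn1*, *Opa1* and *Tfam* in FANKO mice were -0.76, -1.11 and -0.80 (standard errors 0.04, 0.05 and 0.05). *Fis1* did not change at an FDR of 0.01 (0.11, standard error 0.05, adjusted p = 0.0719, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was higher in FANKO mice at 3 of the 4 time points. All 13 TCA genes were lower, with a median of -1.53, from -2.27 for *Idh2* (standard error 0.07) to -0.47 for *Mdh1* (standard error 0.08, adjusted p = 4.6e-07, same edgeR test). With library size scaling *Mdh1* changed direction, to 0.10, and the other TCA genes did not.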

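For the creatine futile cycle, which the paper's main text does not define by genes, 8 genes of creatine synthesis, uptake and phosphorylation were listed by hand. In BAT 4 of the 8 were higher in FANKO mice, *Gatm* (log2 fold change 1.76, standard error 0.13, adjusted p = 2.4e-18, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Alpl* (1.87, standard error 0.10, adjusted p = 4.6e-25), *Ckb* (0.55, standard error 0.19, adjusted p = 0.00794) and *Ckmt1* (2.98, standard error 0.67, adjusted p = 9.1e-05), by the same edgeR test. *Ckmt1* was close to the lower limit of detection in BAT, and *Ckb* no longer passed with separate fits for each depot. *Gamt* and *Slc6a8* were higher without passing (0.39 and 0.26, adjusted p = 0.0202 and 0.0160, same edgeR test), and *Ckm* and *Ckmt2* varied widely between samples (-0.84 ± 0.63 and -0.76 ± 0.49, standard errors). In eWAT, *Ucp1* rose by 1.31 (standard error 0.49, adjusted p = 0.0185, same edgeR test) from a very low level, with log2 CPM of -1.20 ± 1.33 in WT and -0.18 ± 1.52 in FANKO mice (SD, n = 16), and *Ucp3* by 1.45 (standard error 0.11, adjusted p = 3.9e-18, same edgeR test). The 4 genes of mitochondrial morphology rose by 0.32 to 0.54 and the 13 TCA genes by 0.35 to 1.17 (median 0.65), all at an FDR below 0.01. With library size scaling they kept this direction and 14 of these 17 passed, *Mfn1*, *Idh2* and *Fh1* not. Beside the lower levels of *Ucp1* and of mitochondrial genes in BAT, the paper names the higher levels of creatine genes in BAT and of *Ucp1* and mitochondrial genes in eWAT as changes that might contribute to the cold tolerance of the FANKO mice.

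**Figure D5:**
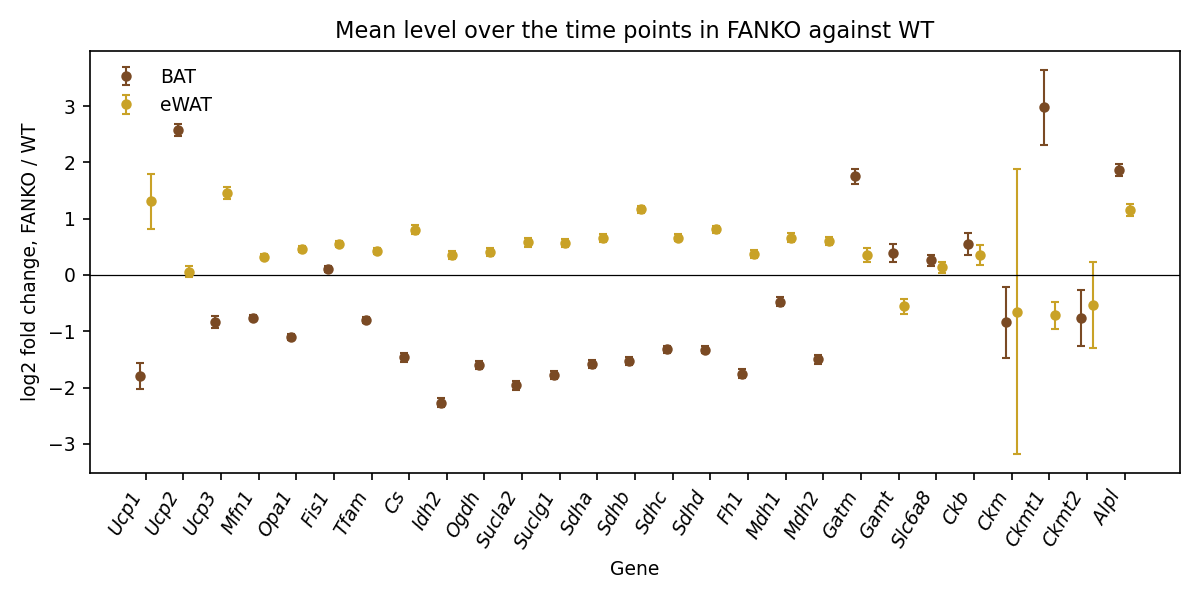
Log2 fold change of mean level in FANKO relative to WT mice (with TMM scaling) for the uncoupling protein, mitochondrial morphology, TCA and creatine genes in BAT and eWAT. Points are estimates and bars standard errors from 16 samples per genotype. All 12 TCA genes drawn lie below 0 in BAT and above 0 in eWAT, and *Mdh1* in BAT changes direction with library size scaling.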

Notably, these potential compensatory measures are likely not circadian as the difference between FANKO and WT mice was observed during both the light and dark phases.

Given the seminal findings related to the effects of NAMPT on the clock in vitro (22, 23), the apparent lack of effect in the skeletal muscle clock is unexpected. Our observations indicate that oscillation in NAMPT-mediated NAD^+^ synthesis may not be required for regulation of all peripheral clocks. Notably, the NAD^+^ levels in iSMNKO muscle were not reduced to the same extent as seen in the constitutive adipose knockout models. However, the reduction in NAD^+^ levels in skeletal muscle in response to *Nampt* deletion was several folds larger than the diurnal difference in NAD^+^ levels. This suggests that the circadian oscillations in NAD^+^ levels do not affect clock gene expression in skeletal muscle. The data from the constitutive muscle knockout model further highlight that very low levels of NAD^+^ do not affect the muscle clock. The difference between skeletal muscle and adipose clocks in our study, therefore, likely reflects factors beyond the inducible or constitutive nature of *Nampt* deletion. *Nampt* oscillates in several adipose depots in both mice and baboons, whereas this oscillation is absent in skeletal muscle from both species (36, 38, 39). Therefore, the feedback cycle established between NAMPT/NAD^+^ and SIRT1/CLOCK:BMAL1 in vitro may not be a rhythmic driver of the transcription of circadian machinery in skeletal muscle. One of the key outstanding questions from our study is how tissue-specificity of NAMPT circadian control is orchestrated given that NAMPT itself is ubiquitously expressed. There are likely numerous direct and indirect underlying NAD^+^-dependent mechanisms that influence circadian transcriptional rhythmicity in different cell types (65), including but not limited to tissue-specific expression or cellular translocation (35) of downstream enzymes and regulatory factors that alter NAMPT-dependent circadian trajectory by changing protein levels or PTM. Other potential mechanisms might include tissue-specific NAD^+^ redox balances and thus different downstream circadian output (67). Thorough proteomic and PTM mapping will be required to uncover individual components that confer in vivo tissue specificity.

It is tempting to speculate that this tissue-specific dependence of NAMPT in the clock may have an evolutionary foundation. Skeletal muscle is a critical organ for mediating fight-or-flight response and must be ready to perform quickly at any time of the day to ensure survival. The activity of BAT, on the other hand, follows a strong diurnal pattern with increased glucose and lipid uptake in the end of the inactive phase (68, 69). The increase in BAT activity just before the active phase has been postulated as a means of initiating increases in body temperature and arousal prior to waking in mice (70) and humans (71).

From a broader perspective, our study highlights the necessity of testing cellular clock findings in different organs in vivo to determine their ubiquitous versus tissue-specific roles in circadian biology. This is further evidenced by the unique metabolic biorhythms induced across tissues following nutrient stress (72) or exercise at different times of day (73). Given recent work on NAMPT rhythmicity in the liver (35) and heart (74), future studies will be needed to fully resolve in which cell types NAMPT imparts circadian influence and to what extent.

## Materials and Methods

### Animals.

The tissue-specific *Nampt*-deficient mouse models were based on the Cre-lox system with exon 3 of *Nampt* (*Nampt*^tm1Jtree^) being flanked by loxP sites (75). 

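In the first annotated transcript of *Nampt*, which has 11 exons, exon 3 lies on chromosome 12 of GRCm38 from 32833032 to 32833135. It is entirely coding, and leaves 2 bases after whole codons, so that joining its neighbors without it shifts the reading frame. Its sequence is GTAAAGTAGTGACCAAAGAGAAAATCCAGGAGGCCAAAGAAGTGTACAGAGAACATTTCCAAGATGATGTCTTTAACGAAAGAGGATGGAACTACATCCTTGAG. Counts per gene cannot separate reads from exon 3 from those of the other exons, so a transcript without exon 3 still counts toward *Nampt*.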

To generate the fat-specific *Nampt* knockout (FANKO), the *Nampt*^tm1Jtree^ line was crossed with the Adiponectin-Cre mice (76) (010803, Jackson Labs), kindly provided by Prof. Karsten Kristiansen, as previously described (29). Inducible skeletal muscle-specific *Nampt* knockout mice (iSMNKO) were generated by crossing the *Nampt*^tm1Jtree^ line with the HSA-MCM line, which expresses a Mer-Cre-Mer (mutated estrogen receptor) chimeric protein (77) (025750, Jackson Labs). iSMNKO mice received tamoxifen (2 mg orally in 100 μL corn oil for three consecutive days) 7 wk prior to tissue harvest to induce *Nampt* deletion in skeletal muscle. Cre^-^ littermates were used as controls. Only male mice were used in the experiments.

Mice were housed at room temperature in an enriched environment with ad libitum access to water and chow (1310, Altromin) or high-fat diet (D12492, Research Diets). Lights in the housing facility were switched on at 6am and off at 6pm.

All animal experiments were approved by the Danish Animal Experiments Inspectorate under license no. 2014-15-0201-00181, 2018-15-0201-01441 (FANKO), and 2015-15-0201-00792 (iSMNKO).

### NAD^+^ measurements.

The assay was performed as previously described (78). In short, tissue was lysed in 400 μL 0.6 M perchloric acid. The supernatant was diluted in 100 mM Na_2_HPO_4_ (final pH 8.0), and NAD^+^ was measured on the diluted sample. A reaction mix [2% ethanol, 90 U/mL alcohol dehydrogenase, 130 mU/mL diaphorase, 10 μM resazurin, 10 μM flavin mononucleotide, 10 mM nicotinamide in phosphate buffer (100 mM Na_2_HPO_4_), pH 8.0] was added, and continuous resorufin accumulation was measured for 15 to 30 min by fluorescence excitation at 544 nm and emission at 580 nm. Absolute quantification was achieved through a standard curve made by serial dilution of a standard with a known concentration.

### Gene Expression.

Total RNA was extracted from tissues using TRI reagent (T9424, Sigma-Aldrich) and isolated using the RNeasy Mini Kit (74106, Qiagen). Reverse transcription was performed with the High Capacity cDNA Reverse Transcription kit (4368814, Applied Biosystems). Gene expression was determined by real time quantitative PCR using SYBR green (PP00259, Primerdesign). Expression levels were normalized to ssDNA input measured by a Qubit fluorometer (Thermo Fisher Scientific). Primer sequences are included in *SI Appendix*, *Supplemental Materials and Methods*.

### RNA Sequencing.

RNA sequencing libraries were prepared as described (79). Reads were subjected to 38-bp paired-end sequencing on a NextSeq500 (Illumina) and aligned using STAR v. 2.5.3a (80), against the GRCm38.p5 primary assembly and GENCODE comprehensive gene annotations (81) version 15. 

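The deposited read-pair counts were made from these alignments. Of the identifiers in the table, 52403 had a symbol in GENCODE release M21, which is built on the same assembly and was used here for names and coordinates. The strand and multi-mapping options of the counting are not stated in the paper's main text, and the *SI Appendix* it refers to was not read here, so counts of overlapping genes and of near-identical copies carry that uncertainty.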

Details on the bioinformatics analysis are included in *SI Appendix*, *Supplemental Materials and Methods*.

### Metabolomics.

Sample processing and profiling was performed as described in *SI Appendix*, *Supplemental Materials and Methods*.

### Measurement of Blood Parameters.

At ZT 6 and ZT 18 blood glucose and lactate levels were measured directly with Contour Next (Bayer) and Lactate Plus (Nova Biochemical) strips, respectively.

### Measurement of Hepatic Glycogen Levels.

Glycogen was extracted from mouse liver samples by acidic extraction using 1 M HCl at 95 °C for 2 h. After a quick spin, tissue extracts were neutralized using 1 M NaOH followed by centrifugation at 16,000 g for 20 min at 4 °C. The supernatant was transferred to new tubes and a reaction mix consisting of 200 mM Tris-HCl, 500 mM MgCl_2_, 5.2 mM ATP, 2.8 mM NADP, and 6 μg/mL hexokinase and glucose-6-phosphate dehydrogenase mixture (10737275001, Roche Diagnostics) were added. After 15 min of incubation at RT, the glucose generated from the hydrolyzed glycogen was measured spectrophotometrically at 340 nm (Hidex sense, Hidex). All samples were measured in duplicates along with glucose standards.

### Indirect Calorimetry.

Indirect calorimetry was performed using the Phenomaster Home Cage System (TSE Systems). Animals were acclimated in the system for more than 5 d prior to the measurement. All data were recorded in 6-min intervals. Data collection was integrated into the TSE software. Basal food intake is an average over five constitutive days.

### Telemetry.

Body temperature and gross motor activity was measured using G2 E-Mitters surgically implanted into the intraperitoneal cavity. Mice were anasthetized with 2% isoflurane during surgery and were allowed to recover for 2 wk before the measurements. Signals from G2 E-Mitters were detected by ER400 Energizer/Receivers (STARR Life Sciences Corp.), and data collection was integrated into the TSE software. Basal physical activity is an average over five constitutive days. For the acute cold tolerance test, mice were transferred from room temperature to new cages in the Phenomaster, which were cooled down to 4 °C. Cold challenges were performed both at ZT 4 and ZT 16, and the mice were kept in the Phenomaster at 4 °C for 6 h.

### Constant Infusions with NR.

To obtain continuous intravenous (IV) infusions, a catheter was inserted in the right external jugular vein. The catheter was externalized through a dorsal incision in the interscapular region using a single-channel Vascular Access Button (VABM1B/25; Instech Laboratories). Mice were anasthetized with 2% isoflurane during surgery and were allowed to recover for 1 wk before the beginning of the infusions. Based on a pilot experiment, a NR (Elysium Health) dose of 800 mg/kg bodyweight/d was chosen. The infusate had an NR concentration of 22.4 g/L, and a pH of 7.2. After 4 d of constant infusions with NR or saline in their local environment, the mice were taken down at ZT 6.

## Statistical Analyses.

Statistical analysis was performed in GraphPad Prism v. 9.3.1 by 2-way or 3-way ANOVA with Sidák's multiple comparisons testing as the post hoc test, for testing differences between night and day. Oscillation in NAD^+^ levels and gene expression detected by qPCR in Fig. 1 was assessed in R using JTK (82). For RNA sequencing data, FDR < 0.01 was considered statistically significant. The metabolomics data were assessed by 2-way or 3-way ANOVA in R, and an FDR < 0.05 was considered statistically significant. Data are presented as mean ± SEM. Unless otherwise noted, *P* < 0.05 was considered statistically significant.

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

Dataset S01 (XLSX) Click here for additional data file.

Dataset S02 (XLSX) Click here for additional data file.

Dataset S03 (XLSX) Click here for additional data file.

## Data Availability

The RNA-Seq dataset is available at the Gene Expression Omnibus database (GSE221550) (83). Codes for R figure generation, and RNA-Seq and metabolomic analysis are available on https://github.com/CBMR-Single-Cell-Omics-Platform/NAMPT-mediated-NAD-biosynthesis-controls-circadian-metabolism-in-a-tissue-specific-manner. RNA levels of the core clock genes in skeletal muscle of 4-wk-old SMNKO and WT littermates (*SI Appendix*, Fig. S2*D*) are extracted from RNA sequencing data GSE147453 (84) published in ref. 30.

How the deposited data were processed for this re-analysis (not part of the article)

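RNA from BAT and eWAT of WT and FANKO mice was sequenced at 4 time points (ZT 6, ZT 10, ZT 18 and ZT 22), with 4 samples in each of the 16 groups of depot, genotype and time point. The sample labels give depot, genotype, time point and replicate number for all 64 samples, and every sample was used. The authors prepared stranded total RNA libraries after depletion of ribosomal RNA, sequenced 38-bp paired-end reads and aligned them with STAR version 2.5.3a to the GRCm38.p5 assembly with GENCODE annotation version 15. The authors deposited whole-number counts of read pairs per gene from featureCounts, 1 column per sample, without normalization or pooling of replicates. The version and the strand and multi-mapping options of that counting are not stated in the main text of the paper, which refers to its *SI Appendix* for details of the bioinformatics. That appendix was not read here.

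Counts were analysed as deposited, with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Exact and permutation tests and figures used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr on the 16 groups (a minimum count of 10 and a minimum total of 15), which left 20249 genes and removed 32387. Libraries were scaled by TMM. One quasi-likelihood model was fitted to all samples, with a mean, a cosine and a sine coefficient (period 24 h) for each of the 4 combinations of depot and genotype. Rhythm in a group was tested on 2 coefficients, the difference of rhythms between genotypes on the 2 differences, the difference of mean levels on 1, and the difference of each genotype effect between depots in the same model. P values were adjusted by the Benjamini-Hochberg method over all genes tested and compared with an FDR of 0.01, the threshold of the authors. The WT and FANKO lists were compared as the paper compares them, by presence at that threshold, and the direct test was reported beside them. Amplitude and peak were taken from time-point means of log2 CPM with a prior count of 2.

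Total counts per sample ranged from 6117343 to 30544847, with a median of 15826651. Counts describe relative levels, so a change that affects most transcripts alike is not seen after scaling. The 4 samples per group limit the exact tests to a smallest two-sided p of 0.0286. Time points were not paired within animals, and equal replicate numbers across groups come from the sample labels only.

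The genes named in the text were chosen by a fixed rule: every gene the paper names for these data, genes that its Datasets S2 and S3 list for a term the paper names, the 3 genes with the smallest p in each rhythm test and each test of a difference, and for each depot the 3 largest increases and decreases in mean level among genes with an FDR below 0.01, a mean log2 CPM of at least 1 and the same direction at all 4 time points. Some genes the paper names are not reported here. Lists of creatine genes and of markers of other cells were written by hand. Symbols, coordinates, exonic length and GC content came from GENCODE release M21 on GRCm38, which gave a symbol for 52403 of the identifiers. Ontology enrichment was not repeated, and the experiments of the paper other than RNA sequencing were not analysed here.

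The model was tested on simulated counts for 20020 genes, drawn with the dispersions and scaled library sizes of the real samples. In eWAT each group kept its mean level. In BAT both genotypes were given their average, so the real differences in level between them were absent. Changes were given to 4 sets of 200 of the more highly expressed genes. These were a rhythm lost, kept or gained, each of amplitude 1.5 log2 CPM, or a level changed by 1. These rhythms are larger than the real ones, whose median amplitude in WT mice, over genes rhythmic in either genotype, was 0.67 in BAT and 0.53 in eWAT, so the shares found do not describe the power for real genes. edgeR found 99% of the lost rhythms as lost, 94% of them by the direct test, 100% of those gained and 98% of the changed levels, and called 96% of the kept rhythms, with 0.5% wrongly counted as lost. Among 19220 unchanged genes it called 7 rhythms in WT BAT, the only group in which they were counted. Simulated counts follow the model and hold no variation between animals beyond its dispersion.

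Results were recomputed, each with the settings that apply to it, with DESeq2, limma-voom, RLE factors, library size scaling alone, 2 other filters on low counts, robust dispersion, separate fits, a replicate block, time point as a factor, an FDR of 0.05, and without each replicate number in turn. The FDR of 0.05, the absence of a filter, robust dispersion and separate fits for each depot and genotype were not applied to single genes. Amplitudes were recomputed from the fitted cosine, with a prior count of 0.5 and for other choices of genes. A filter on the design matrix, covariates for skeletal muscle and epididymis markers and removal of genes of the mitochondrial genome were added after the data had been seen.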

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

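The model, its threshold, the lists of creatine and marker genes and the alternatives were chosen before the data were examined, except where stated. The comparisons with rearranged samples, the tests of few mixed samples and of lymph node tissue, the covariate for muscle, the scaling of the level balance, the tests of a threshold passed in 1 depot, and the test of mislabelled samples for *Nampt* were chosen only after the result was seen.

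Single samples stood apart from the other 3 of their group by Dixon's test in 20 of 272 groups over 17 measures, where chance gives about 13.6, so chance alone gives most of that number. The total count of replicate 3 of WT eWAT at ZT 10 was 10.6 M (10595161), with the nearest other sample at 15104051. *Nampt* in WT BAT at ZT 6 was 9.13 log2 CPM in replicate 1, with the nearest other sample at 8.94. *Ucp1* in eWAT was 1.34 in replicate 3 of WT mice at ZT 6 (nearest -2.05) and 2.85 in replicate 4 of FANKO mice at ZT 10 (nearest 0.12). Among clock genes in eWAT, replicate 1 of FANKO mice at ZT 22 was high for *Clock* (7.72) and *Arntl* (5.71), replicate 2 of WT mice at ZT 10 was high for *Arntl* (1.13) and low for *Nr1d2* (7.13), *Per2* was high in replicate 4 of WT mice at ZT 18 (6.25) and in replicate 1 of FANKO mice at ZT 10 (5.96), *Cry1* was low in replicate 4 of WT mice at ZT 10 (3.20), and *Rorb* was -1.59 in replicate 4 of WT mice at ZT 18 with the others at -3.03. In BAT, *Per1* was high in replicate 4 of WT mice at ZT 18 (5.72, nearest 3.21), low in replicate 2 of WT mice at ZT 22 (2.24) and low in replicate 3 of FANKO mice at ZT 18 (3.15). *Arntl* was high in replicate 2 of FANKO mice at ZT 22 (4.78), *Cry1* low in replicate 4 of FANKO mice at ZT 10 (3.89), *Cry2* low in replicate 4 of WT mice at ZT 22 (5.02) and in replicate 2 of FANKO mice at ZT 10 (5.13), and *Dbp* high in replicate 1 of WT mice at ZT 18 (3.07, nearest 2.09). No sample recurred in more than 2 measures. No cause was tested for single samples.

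*Nampt* fell less in FANKO eWAT than in FANKO BAT, with a difference of the log2 fold changes of -1.82 (adjusted p = 6.2e-25, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In eWAT the genotypes overlapped at ZT 6. Mislabelled samples were weighed through a separate measure. All 16 FANKO eWAT samples had an interferon marker score above every WT eWAT sample, so the labels separate the genotypes. *Nampt* RNA from macrophages was weighed by its correlation with the macrophage marker score across the 16 FANKO eWAT samples. Pearson's r was -0.0306 (permutation p = 0.91, 0.99 after Benjamini-Hochberg adjustment over a family of 12 correlations), Spearman's rho -0.00882 (permutation p = 0.978), and r without the 2 samples farthest from the median -0.0329. For the interferon score r was -0.199 (permutation p = 0.463, adjusted 0.624), rho -0.209 (permutation p = 0.437), and r without 2 samples -0.0212. Neither relation was seen across these 16 samples. The smaller fold change in eWAT went with a lower WT level, not with more *Nampt* left in FANKO mice. Time-point means were 119 to 250 CPM in WT eWAT and 502 to 987 in WT BAT. In FANKO mice they were 108 to 119 in eWAT and 130 to 158 in BAT. Non-adipocyte cells and transcripts without exon 3 may make up a larger share of the eWAT level. This was not tested beyond the 2 scores.

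The genotype effect on *Ucp1* differed between the depots by -3.10 log2 units (adjusted p = 8.5e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The genotype effect differed between the depots for 4 of 4 mitochondrial morphology genes, 13 of 13 TCA genes and 4 of 8 creatine genes, and over all genes for 13025 mean levels. When genotype was exchanged between same-numbered samples in 2 of the 4 pairs at each time point, the number of genes with a different mean level reached the real count in 1 of 40 arrangements in BAT and 1 of 40 in eWAT (the real one included). The other arrangements gave a median of 0 genes, with at most 2 in BAT and 63 in eWAT. The same was true of mitochondrial morphology and TCA genes lower in BAT (1 of 40) and higher in eWAT (1 of 40), and of creatine genes higher in BAT (1 of 40). Exchange in exactly 2 of the 4 pairs balances the genotypes at each time point, so a true difference adds to the spread. Low counts in the other arrangements were therefore built in. They do not show how many genes chance alone could give. The balance of directions is a matter of scaling. With library size alone, 84.9% of the genes called in BAT and 21.8% in eWAT were higher, so composition of the libraries remains a possible explanation for that balance. Across genes, Spearman's rho between log2 fold change and GC content was 0.0286 in BAT and 0.0526 in eWAT, and with exonic length 0.00980 in BAT and -0.0192 in eWAT, so neither property followed the changes. With that scaling 15 of the 17 mitochondrial morphology and TCA genes were called lower in BAT rather than 16, and 14 higher in eWAT rather than 17. *Mdh1* in BAT changed direction (0.10), so its direction may depend on composition.

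Of the creatine genes, *Ckm* and *Ckmt2* are those typical of muscle. Across the 32 BAT samples *Ckm* followed the mean of the other muscle markers, with Spearman's rho 0.895 and Pearson's r 0.985 (permutation p = 1e-05 for each, the smallest these permutations can give; 2.4e-05 after Benjamini-Hochberg adjustment over 12 correlations) and r = 0.982 without the 2 samples farthest from the median. Within WT samples rho was 0.952 and within FANKO samples 0.767. The spread of *Ckm* in BAT is therefore consistent with varying amounts of skeletal muscle in the samples. With the muscle score as a covariate, 5 creatine genes were higher in FANKO BAT rather than 4, so muscle does not account for the higher creatine genes.

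The genotype effect on the rhythm differed between the depots for 424 genes at an FDR below 0.01. With genotype exchanged at random within same-numbered pairs and mean-level differences taken out, 1 of 40 arrangements reached this number, and the others gave at most 3. A first version of this comparison kept the mean-level differences, which then appeared as rhythms in the rearranged samples, and was replaced after its result was seen. The exchange removes the genotype effect from both depots, so it does not test whether that effect differs between them. For these genes a difference between depots is a hypothesis that rests on the edgeR test of that difference alone. For the 14 clock genes, 0 passed an FDR of 0.01 for the difference between depots and 6 had an unadjusted p below 0.05, while with adjustment over the 14 genes alone 2 were below 0.01 and 6 below 0.05. An FDR threshold passed in 1 depot may therefore be a part of the larger number of clock genes in BAT (0 of 14) and not the whole of it. A threshold may also play a part for the shared genes that lost rhythmicity in 1 depot, where 22 of 141 and 3 of 56 differed between the depots by the direct test.

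Interferon response genes, which the paper does not discuss for these data, were higher in FANKO mice by a median log2 fold change of 6.55 in BAT and 3.21 in eWAT, with 8 of 8 markers called in each depot. Macrophage markers were higher in FANKO BAT by a median of 3.77 (7 of 8 higher, 1 lower) and B cell and plasma cell markers by 4.13 (7 of 7). A few mixed samples would raise the score in few samples, but 16 of 16 FANKO BAT samples and 16 of 16 FANKO eWAT samples had an interferon score above every WT sample of the depot. The interferon change was 7.14 in BAT and 2.96 in eWAT with library size scaling, so scaling does not account for it. The B cell score exceeded every WT sample in 16 of 16 FANKO BAT samples, which speaks against lymph node tissue in a few samples but leaves open tissue taken along with every FANKO sample. In eWAT B cell markers were not higher (median -0.77, 4 of 7 lower), and the macrophage median was 0.24 (4 of 8 higher, 1 lower). An immune response in adipose tissue without *Nampt* is the biological hypothesis that remains for the interferon genes, and it may reflect more immune cells, a response of the same cells, or both, which bulk counts do not separate (16 of 16 samples in either case).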

How the results depend on the processing

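The results comprise 32 summaries (counts of genes, shares and median ratios) and 180 results for single genes. Without the filter on the design matrix, the muscle and epididymis covariates and the removal of mitochondrially encoded genes, of 454 recomputed summaries 328 kept to within 1.5 times the count, or within the replicate SD, and 126 moved. These totals include amplitude ratios for genes chosen in some replicates and measured in the others, with 1 kept and 1 moved for each direction. That comparison is named below among those chosen after the result was seen. Of 2123 recomputed values of single genes, 1894 kept direction and side of the threshold, 127 were weaker, 52 stronger and 50 reversed. Of the alternatives added later, the epididymis covariate moved 3 more summaries, and removal of mitochondrially encoded genes reversed 1 more gene. No summary moved beyond those limits with limma-voom, RLE factors, robust dispersion, the replicate block, no time of day in the model or, among alternatives added after the data had been seen, the design-matrix filter, the muscle covariate or removal of mitochondrially encoded genes. Depth was not varied. A gene with few counts, such as *Ucp1* in eWAT or *Ckmt1* in BAT, may be limited by depth, which was not tested.

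With an FDR below 0.05 in place of 0.01, 4470 genes were rhythmic in WT BAT, 3439 in WT eWAT, 1396 in FANKO BAT and 2506 in FANKO eWAT, and 1253 in both WT depots. Losses were 3737 in BAT, 2504 in eWAT, 622 in both, 295 in BAT only and 143 in eWAT only among shared genes. Gains were 663 in BAT, 1571 in eWAT and, rounded to 2 digits, 1.0e+02 in both. The direct test called 1205 genes in BAT, 613 in eWAT and 1085 for the difference between depots. The share with the same peak in BAT was 58.3%. The cause was not tested beyond the threshold itself.

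With library size scaling, 1055 genes were rhythmic in WT eWAT, 284 in FANKO BAT, 865 in FANKO eWAT and 341 in both WT depots, 840 were lost in eWAT, 190 in both and 71 in BAT only, 115 were gained in BAT and 13 in both. The direct test called 268 genes in BAT, 81 in eWAT and 138 between depots, 4 clock genes in BAT, 1 in eWAT and 7 genes of Fig. 3*H*. Levels were higher for 12785 and lower for 2274 genes in BAT, and higher for 2389 and lower for 8592 in eWAT. The shift in direction follows the median shifts of 0.59 and -0.25. For the rhythms the cause was not tested.

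With separate fits for each depot, 342 genes were rhythmic in FANKO BAT, 151 were gained in BAT, 36 shared genes were lost in eWAT only, and the direct test called 314 genes and 5 clock genes in BAT. With separate fits for each depot and genotype, 756 genes were rhythmic in WT eWAT, 201 in FANKO BAT and 243 in both WT depots, 485 were lost in eWAT, 99 in both, 89 in BAT only and 11 in eWAT only, and 76 were gained in BAT and 15 in both. With DESeq2, 398 genes were gained in BAT, 87 shared genes were lost in eWAT only and the direct test called 388 genes in eWAT. With time point as a factor, 24 genes were gained in both depots, and the direct test called 149 genes in eWAT and 7 of Fig. 3*H*. Without a filter on low counts it called 247 genes between depots. With at least 10 counts in every sample, 8467 levels differed in BAT (4239 higher and 4228 lower) and 3425 were higher in eWAT, where fewer genes were tested. With the epididymis score as a covariate, added after the data had been seen, the direct test called 124 genes and 1 clock gene in eWAT, and the median log2 amplitude ratio in eWAT was -0.44. Beyond that the cause was not tested.

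The median log2 amplitude ratio depended on how genes were chosen. In BAT it was 0.21 for all genes rhythmic in FANKO, whether or not in WT. In eWAT it was -0.93 for all genes rhythmic in WT, 0.78 for all those rhythmic in FANKO, -0.19 for genes chosen in replicates 1 and 2 and measured in replicates 3 and 4, and -0.022 the other way round. The cause was not tested.

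Across the 4 fits that each left out 1 replicate number, rhythmic genes ranged from 1680 to 2306 in WT BAT, 768 to 1955 in WT eWAT, 168 to 478 in FANKO BAT, 633 to 1065 in FANKO eWAT and 220 to 547 in both WT depots. Losses ranged from 1558 to 2116 in BAT, 607 to 1630 in eWAT, 127 to 338 in both, 45 to 122 in BAT only and 17 to 40 in eWAT only. Gains ranged from 60 to 300 in BAT, 491 to 740 in eWAT and 7 to 31 in both. The direct test called from 1.8e+02 (rounded to 2 digits) to 403 genes in BAT, 31 to 277 in eWAT, 56 to 226 between depots, 2 to 5 clock genes in BAT, 1 to 2 in eWAT and 1 to 10 genes of Fig. 3*H*. The share with the same peak in BAT ranged from 65.2% to 74.1%, and the amplitude ratio in eWAT from -0.61 to -0.13. Each fit had 3 samples per group, and the cause was not tested.

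Some single genes changed direction in fitted amplitude (log2 CPM, FANKO minus WT). With library size scaling in BAT the change was 0.11 for *Gpx1*, 0.079 for *Inpp4b*, -0.24 for *Ippk*, -0.070 for *Nt5m*, -0.051 for *Nus1*, 0.10 for *Pgs1*, 0.067 for *Pla2g6* and 0.056 for *Srebf2*. Mean levels changed direction for *Mdh1* in BAT (0.10) and for *Slc6a8* (-0.12) and *Ucp2* (-0.19) in eWAT. With at least 10 counts in every sample *Ippk* was -0.020 and the level of *Ucp2* in eWAT -0.044. With limma-voom *Adssl1* was 0.055 and *Nmnat2* -0.44, and without mitochondrially encoded genes *Adssl1* was 0.0011. With time point as a factor *Ippk* was -0.069, *Nmnat2* -0.057 and *Pip4k2b* -0.0037 in BAT, and *Per2* -0.093, *Pla2g6* -0.085 and *Rorb* 0.57 in eWAT. The cause was not tested.

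With replicates left out, the change of fitted amplitude in BAT ranged from -0.19 to 0.20 for *Adssl1*, -0.23 to 0.056 for *Gpx1*, -0.40 to 0.047 for *Inpp4b*, -0.16 to 0.19 for *Ippk*, -0.80 to 0.15 for *Mboat1*, -0.53 to 0.20 for *Nmnat2*, -0.20 to 0.38 for *Nt5m*, -0.029 to 0.11 for *Pip4k2b*, -0.35 to 0.0068 for *Pla2g6*, -0.066 to 0.12 for *Rora* and -0.54 to 0.45 for *Rorb*. In eWAT it ranged from -0.18 to 0.065 for *Abhd5*, -0.12 to 0.033 for *Cidec*, -0.26 to 1.05 for *Per2*, -0.11 to 0.30 for *Pla2g6* and -2.54 to 0.94 for *Rorb*. Levels in eWAT ranged from -1.68 to 0.080 for *Ckm*, -0.044 to 0.39 for *Slc6a8* and -0.052 to 0.16 for *Ucp2*. The cause was not tested.

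Replicate numbers are shared by the groups, and a pairing was checked by correlating deviations from the group means over genes. Samples with the same number correlated by 0.0687 between WT and FANKO BAT, 0.0411 between WT and FANKO eWAT and 0.0682 between depots, against -0.0230, -0.0139 and -0.0224 for other numbers. With the replicate number as a block, 3012 genes were rhythmic in WT BAT, 691 in FANKO BAT, 1931 in WT eWAT and 1475 in FANKO eWAT, and the direct test called 647 genes in BAT and 281 in eWAT. The fitted amplitude change of *Adssl1* was 7e-04 with the block, a reversal whose cause was not tested.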

Differences from the paper's values

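No count of the paper differed from the count obtained here by more than 1.5 times. The counts were close and not identical. The paper gives 2821 rhythmic genes in WT BAT and 1885 in WT eWAT, and 2807 and 1899 were found. With filterByExpr applied to the design matrix in place of the 16 groups, a setting chosen after seeing the values, the counts were the paper's, including 2500 genes lost in BAT, 1460 in eWAT, 315 in both and 46 gained in both.

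The paper states that the genes of mitochondrial morphology are lower in FANKO BAT. *Fis1* was not lower here. Its log2 fold change was 0.11 (adjusted p = 0.0719, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no setting called it lower. DESeq2, RLE factors, library size scaling and the filter of 10 counts in every sample called it higher, with log2 fold changes of 0.15, 0.15, 0.69 and 0.26. The paper states that *Ucp1* is higher in FANKO eWAT. The log2 fold change was 1.31, in the same direction, and did not pass an FDR of 0.01 (adjusted p = 0.0185, same edgeR test). DESeq2 (1.45) and the fit without replicate 3 (2.07) passed it, and the other settings did not.

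The paper states that genes linked to the creatine futile cycle are higher in FANKO BAT. Of the 8 genes on the hand list, 4 were called higher. With DESeq2, RLE factors or library size scaling 6 were called, and with the muscle covariate, chosen after seeing the values, 5. The paper also describes the pathways of Fig. 3*H* as having changed rhythms of genes, nicotinate and nicotinamide metabolism among them. Of 36 genes tested 12 passed the direct test at an FDR of 0.01, 17 with DESeq2, and 15 with the replicate block or the filter of 10 counts in every sample. Fewer passed with library size scaling, with time point as a factor or with a replicate number left out, as given above. None of the 3 genes tested for nicotinate and nicotinamide metabolism passed, and 1, *Nampt*, lost its rhythm by threshold (adjusted p = 0.308 in FANKO BAT, same edgeR test).

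The paper states that amplitudes of oscillating genes are lower in FANKO eWAT. The median log2 ratio over genes rhythmic in either genotype was -0.36, and over genes rhythmic in both genotypes -0.04, with 223 of 419 lower. The paper describes the clock genes of BAT as dampened. *Rora* differed between the genotypes in BAT with a higher amplitude by time-point means in FANKO mice, 0.70 against 0.43 log2 CPM. By the fitted cosine the amplitudes were 0.61 and 0.60, and the peak was at 8.36 h in FANKO and 15.0 h in WT mice. The test takes cosine and sine together, so it does not show a rise in amplitude. *Rora* was not rhythmic in WT BAT (adjusted p = 0.0398, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper describes peak times as largely unchanged. Among genes rhythmic in both genotypes, 66.5% in BAT and 68.3% in eWAT had the same peak.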

Other observations

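The comparisons with rearranged samples and the tests of noise, of genes chosen in other replicates, of epididymis, of the mitochondrial share and of the timing of interferon genes were chosen only after the result was seen.

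Rearranged samples show how much of each list can arise without a true rhythm or genotype effect. With ZT labels permuted among the samples of 1 depot, genotype and replicate number, so that each replicate number kept every time point, the real order was reached in 1 of 40 arrangements (the real one included) for rhythmic genes in WT BAT, 1 of 40 in FANKO BAT, 1 of 40 in WT eWAT, 1 of 40 in FANKO eWAT and 1 of 40 for genes shared by the WT depots. The other arrangements gave medians of 2, 2, 110, 0 and 0 genes. The largest for WT eWAT was 922 genes. With genotype exchanged at random within same-numbered pairs and mean-level differences taken out, 1 of 40 arrangements reached the real number of genes lost in BAT, in eWAT, in both and in BAT only among shared genes, of genes passing the direct test in BAT, of clock genes in BAT and in eWAT, and of genes of Fig. 3*H*, and 1 of 40 the median amplitude ratio in BAT. Other numbers were reached more often. Genes gained in BAT were as many in 34 of 40 arrangements, genes gained in eWAT in 3, gained in both in 8, lost in eWAT only in 4, passing the direct test in eWAT in 2, and the eWAT amplitude ratio was as low in 3 of 40. The 95 genes lost in eWAT that passed the direct test were as many in 3 of 40, and in 3 of 40 with ZT labels permuted. The eWAT-only losses, the direct test in eWAT, the 95 lost genes passing it and the eWAT amplitude ratio are therefore sizes that other assignments of genotype could also give (4, 2, 3 and 3 of 40). The exchange carries WT rhythms into the group called FANKO, which then had a median of 999 rhythmic genes in BAT against the real 575, so gained genes were bound to appear and these counts (34, 3 and 8 of 40) do not test the gained lists. With ZT labels permuted, at most 12 genes were gained in BAT and 18 in eWAT, against the real 259 and 951. That permutation removes the FANKO rhythms themselves, of which at most 12 and 18 were left. It therefore tests rhythm in FANKO mice and not gain relative to WT. Exchanged genotypes gave a median of 436 genes lost in BAT and 513 in eWAT.

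For genes rhythmic in WT and absent from the FANKO list, limited power was weighed by adding each gene's WT rhythm to the residuals of the FANKO samples. At full size, limma called 96.8% in BAT and 87.2% in eWAT, where 10.8% and 21.1% of the real FANKO rhythms were called. Amplitudes shrink in samples other than those that chose the genes, and with the WT rhythm scaled to the share kept in other WT samples, 44.0% were called in BAT and 11.2% in eWAT. The scale comes from choices in 2 replicates. In eWAT the scaled share lies below the 21.1% really called, so the scale shrinks too far and the test does not decide how much of the absence is limited power. At full size the test is not informative, since the genes were chosen by the same WT rhythms, of which limma called 96.7% and 77.4% in the WT samples themselves. More noise in FANKO samples was not seen, with a ratio of FANKO to WT residual SD of 0.928 in BAT and 0.932 in eWAT.

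Other tests of the same pattern used separate replicates. Of genes chosen in WT replicates 1 and 2, 75.9% in BAT and 65.1% in eWAT had an unadjusted p below 0.05 in WT replicates 3 and 4, but 24.9% and 25.8% in FANKO replicates 3 and 4, so WT calls recurred in other WT animals more than in FANKO animals. With genes chosen in WT replicates 3 and 4 and tested in replicates 1 and 2, the shares were 94.3% in WT and 46.8% in FANKO BAT, and 94.6% in WT and 67.6% in FANKO eWAT, so there the majority of the eWAT genes recurred in FANKO mice too. In the genes chosen in WT replicates 1 and 2 the median log2 amplitude ratio in replicates 3 and 4 was -1.13 in BAT and -0.66 in eWAT. In BAT genes chosen in FANKO mice fell too (-0.29), so choice in WT mice does not account for the fall there. In eWAT genes chosen in FANKO mice had 0.59. Genes chosen there in either genotype had -0.19, and -0.022 with the replicates exchanged. The direction in eWAT follows the choice, so the test does not decide whether choice of genes accounts for that fall. RNA from other cells could dilute adipocyte rhythms. It was predicted to lower the amplitude in genes whose level rose and to spare those whose level fell. The ratio was -1.35 where levels rose (764 genes) and -1.12 where they fell (1303) in BAT, and -1.17 (810) and -0.68 (435) in eWAT. These ratios come from the samples in which the genes were chosen, so a part of each fall may come from that choice. In BAT the fall was nearly as large where levels fell, and in eWAT it was smaller there. A gene that the other cells express at a lower and steady level could fall in both level and amplitude. The test therefore does not decide in either depot, and a part may come from dilution. A dampening of rhythms in adipose tissue without *Nampt* is the biological hypothesis, and for single genes absence from the list may still be limited power (44.0% and 11.2%).

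In eWAT, amplitudes may fall in some genes and rise in others. Genes chosen as rhythmic in FANKO replicates 1 and 2 had a median log2 ratio of 0.59 in replicates 3 and 4 (482 genes), whereas genes chosen in WT had -0.66 (665 genes). The direction thus followed the genotype of the choice, also in samples that had not chosen the genes. In BAT, genes chosen in FANKO mice had -0.29 (199 genes). This is a hypothesis, since the 3 of 40 arrangements above reached the overall eWAT ratio.

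Epididymis markers were rhythmic in FANKO eWAT for 4 of 6 genes, and 1 differed in rhythm from WT. The score exceeded -0.5, a value chosen after the scores were seen, in 3 of 16 FANKO eWAT samples (1.21 in replicate 2 and 0.173 in replicate 3 at ZT 22, and 0.967 in replicate 3 at ZT 18) and in 1 WT sample (0.266 in replicate 4 at ZT 6). Epididymal tissue taken with the fat pad in a few samples is a candidate explanation, and with the score as a covariate the direct test in eWAT called 124 genes rather than 232, and the log2 fold change of *Nampt* in eWAT was -0.50 in either fit.

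All 8 interferon response genes were rhythmic in FANKO eWAT, and 2 passed the direct test of a difference from WT (8 at an unadjusted p below 0.05). A changing number of immune cells over the day would make macrophage markers rhythmic too. At an FDR below 0.01, 0 of 8 macrophage markers were rhythmic in FANKO eWAT, and 2 had an unadjusted p below 0.05. In FANKO BAT 0 of 8 interferon genes were rhythmic, and 5 had an unadjusted p below 0.05. Mean macrophage scores in FANKO eWAT were 5.46, 5.32, 5.18 and 5.39 at ZT 6, ZT 10, ZT 18 and ZT 22. The interferon scores there were 6.41, 5.67, 4.37 and 6.05. Both were highest at ZT 6 and lowest at ZT 18, so changing cell numbers are not set aside. A rhythm of interferon response within the cells present is another hypothesis to test, with the reservation that the epididymis samples fall at ZT 18 and ZT 22 (124 genes with that covariate).

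The share of counts from the mitochondrial genome differed between replicate numbers. Mean shares for replicates 1 to 4 were 16.0%, 21.2%, 26.7% and 16.8% in BAT and 6.73%, 7.47%, 9.52% and 11.5% in eWAT. The range of log2 means was rarely as large with replicate numbers permuted within groups (permutation p = 3e-04 in BAT and 1e-05 in eWAT, the latter the smallest 100000 permutations can give), so the order is unlikely to be chance alone (3e-04). The numbers may therefore follow an order of handling, which neither the labels nor the paper's main text give, and every genotype and time point has 1 sample per number. Replicates 1 and 2 gave 1152, 199, 672 and 484 rhythmic genes in WT BAT, FANKO BAT, WT eWAT and FANKO eWAT, and replicates 3 and 4 gave 579, 28, 111 and 96. The ratio of median totals was 1.15, and the typical SD between replicates 3 and 4 was also 1.15 times that between replicates 1 and 2. Neither was tested as a cause by equalizing it. FANKO BAT went from 199 to 28 genes although its SD was much the same (0.263 and 0.276), so spread alone does not account for the fall there. No biological explanation was tested for these patterns.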
